# Age Deceleration and Reversal Gene Patterns in Dauer Diapause

**DOI:** 10.1111/acel.70253

**Published:** 2025-10-17

**Authors:** Khrystyna Totska, João C. V. V. Barata, Walter Sandt, David H. Meyer, Björn Schumacher

## Abstract

The aging process is characterized by a general decrease in physical functionality and poses the biggest risk factor for a variety of diseases such as cancer, cardiovascular diseases, and neurodegenerative disorders among others. Understanding the naturally evolved mechanisms that slow aging and rejuvenate an animal could reveal important concepts on how to prevent age‐associated diseases and even revert aging. The *C. elegans* dauer stage is a robust and long‐lived alternative developmental state that, after dauer exit, has a normal adult lifespan with fully retained fecundity. To understand how longevity during dauer and rejuvenation following dauer exit is mediated, we characterized the gene expression changes during dauer and upon exit. We assessed how biological age, as determined via BiT Age, a transcriptome aging clock, is affected during dauer and upon dauer exit. During the dauer stage, we measured a decelerated increase in age compared to the chronological age and an age reversal following dauer exit. Transcriptomic analyses revealed major metabolic shifts and enhanced biomolecular degradation that are reversed during exit. Moreover, we show that transcription‐blocking lesions can induce lasting transcription stress in dauers that is rapidly resolved by transcription‐coupled nucleotide excision repair during dauer exit. Our data provide new insights into the underlying mechanisms of naturally occurring age deceleration and rejuvenation.

## 1 Introduction

The aging process progresses throughout life and increases the risk of age‐associated diseases and mortality. Some species display an extraordinary degree of plasticity in the rate of aging and, consequently, lifespan. The nematode *Caenorhabditis elegans* has become an important model in aging research in part due to the large degree of lifespan plasticity that is genetically controlled by conserved mechanisms such as the insulin‐like growth factor‐1 receptor homolog DAF‐2 (Kenyon et al. 1993). Under adverse conditions such as overcrowding, food scarcity, or heat stress, *C. elegans* can enter the so‐called dauer diapause state during its development (Fielenbach and Antebi 2008). This arrest occurs when animals encounter such conditions in the first (L1) larval stage upon which they proceed through an alternative second larval stage (L2d) to arrest in an alternative third larval form (L3 dauer). The dauer diapause animals arrest for extended periods of time until conditions improve leading to dauer exit through the L4 stage into reproductive adults. This developmentally regulated process serves as a survival strategy amid unfavorable conditions, during which metabolism is typically repressed (Houthoofd et al. 2002). The nematode has several diapause states, of which the dauer state is the most robust and long‐lived one (Fielenbach and Antebi 2008; Cassada and Russell 1975). In *C. elegans* , most cell divisions occur during early embryonic development and already in the earliest larval stage most somatic cells differentiate and only expand in size during subsequent developmental growth. In dauers, the somatic cells are entirely postmitotic thus requiring rejuvenation of differentiated cells, while the arrested germ cells regenerate the germline when resuming to adulthood (Sulston and Horvitz 1977). Age‐ and senescence‐related molecular changes acquired during diapause states are to a large extent reverted upon diapause exit (Houthoofd et al. 2002; Roux et al. 2016). While the reports about post‐dauer fitness vary, adult lifespan (Klass and Hirsh 1976) does not decrease in comparison to uninterruptedly developing animals (Klass and Hirsh 1976; Hall et al. 2010; Kim and Paik 2008). However, long dauer duration decreases the chances of successfully resuming development, with brood size being the most varied characteristic (Klass and Hirsh 1976; Hall et al. 2010; Kim and Paik 2008; Webster et al. 2018).

In the past decade, aging clocks have been developed to measure the biological age of organs, organisms, or even entire taxa (Horvath and Raj 2018; Lu et al. 2023). Most aging clocks rely on epigenetic marks, particularly age‐dependent CpG methylation changes. However, *C. elegans* is devoid of methylated CpG sites. Transcriptomic data reflect a convergence of epigenetic modifications and chromatin structure changes, making it a useful readout for building predictors of age‐related changes. Therefore, a transcriptome‐based aging clock such as the Binarized Transcriptomic (BiT) Age clock can provide highly accurate biological age prediction in *C. elegans* (Meyer and Schumacher 2021).

In this study, we aimed to uncover the longevity and rejuvenation mechanisms that *C. elegans* employs during dauer diapause and upon its exit. We first performed experiments to ascertain post‐dauer fitness in our experimental setup. We observed that nematodes which underwent dauer do not show developmental delays, reduced lifespan, or changes in brood size, regardless of dauer duration. By applying the BiT Age transcriptome‐based aging clock, we predict a slowdown of the aging rate during dauer diapause and an age reversal upon dauer exit. We dissect the gene expression programs during the aging process in dauer that is devoid of phenotypic age‐related degeneration and then characterize the transcriptome basis for the rejuvenation program occurring during the dauer exit. We determine shifts in metabolic processes and proteostasis mechanisms during diapause that are reversed upon exit. We then show that DNA damage can induce lasting transcription stress as assessed by the gene length‐dependent transcription decline (GLTD) that has been observed during aging in multiple species. During the dauer exit, transcription‐coupled nucleotide excision repair (TC‐NER) rapidly restores the transcription integrity indicative of restored genome stability. Our data provide insight into slowed diapause aging free from pathology and a naturally occurring rejuvenation process that could guide geroprotective and rejuvenating intervention strategies.

## 2 Results

### 2.1 Influence of Dauer Arrest on Post‐Dauer Health

Since reports about the consequences of dauer arrest on post‐dauer health and fitness are varied, we first performed lifespan, brood size, and developmental assays to assess the impact of dauer diapause on post‐dauer fitness in our experimental setup. We chose to use a dauer‐constitutive (Daf‐c) mutant strain of *C. elegans* *daf‐2(e1370)* to achieve dauer entry with high efficiency and synchronization. We induced dauer entry by incubating synchronized populations of *daf‐2(e1370)* L1 larvae at 25°C (Figure 1A). Under these conditions, the animals progressed into the dauer diapause in a highly synchronized fashion. After 72 h at 25°C, all nematodes established dauer arrest, and we termed them Day 1 dauers (D1). Dauer recovery was induced by transferring the animals to plates that were freshly seeded with *E. coli* as a food source and shifting the incubation temperature to 15°C, leading to dauer exit and resumption of development through the L4 stage into adulthood.

**FIGURE 1:**
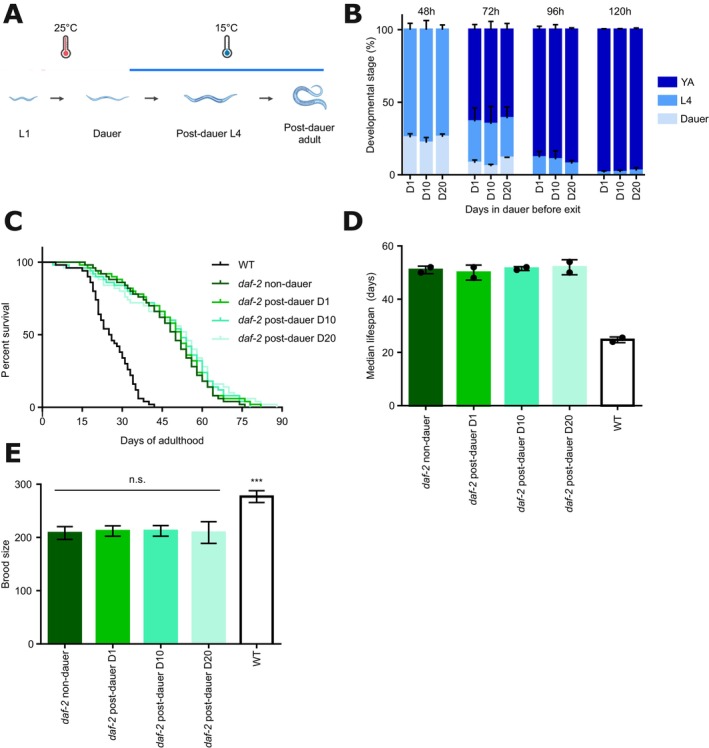
Increasing duration of dauer arrest does not affect post‐dauer health and fecundity. (A) Schematic overview of the dauer entry protocol. *daf‐2(e1370)* L1 larvae were incubated at 25°C (red) to induce dauer entry. Dauer exit was induced by shifting the temperature to 15°C (blue). (B) Developmental resumption assay of *daf‐2* animals arrested in dauer for 1, 10 or 20 days. At each indicated timepoint after diapause exit induction, the percentage of animals in dauer (gray), L4 (light blue), or young adult (YA, dark blue) stage is shown. One representative experiment is shown. (C, D) Adult lifespan assay of wild‐type (WT) and *daf‐2* animals that did not arrest in dauer, and *daf‐2* animals arrested in dauer for 1, 10, or 20 days. Lifespan was measured starting from the young adult stage after dauer recovery or after direct development (non‐dauer) (E) Brood size assay of wild‐type (WT) and *daf‐2* animals that did not arrest in dauer, and *daf‐2* animals arrested in dauer for 1, 10, or 20 days. The summary of three independent experiments is shown as mean ± SD. One‐way ANOVA with Dunnet's multiple comparison test was used and comparisons with *daf‐2* non‐dauer are shown; ***p < 0.001.

We performed a developmental assay in which we assessed the dynamics of dauer recovery of populations arrested in dauer for 1, 10, 20, or 30 days. We observed no delay in populations maintained in dauer for longer periods, with most nematodes reaching the young adult stage 96 h after dauer recovery was induced (Figure 1B, Figure S1A, statistics in Table S1). We also evaluated lifespan and brood size in wild‐type (WT) animals that developed normally, and in *daf‐2* mutant animals that either did not arrest in dauer (kept at 15°C during development) or arrested in dauer for 1, 10, or 20 days (Figure 1C–E). For the brood size assay, individual L4‐stage animals were transferred daily to fresh plates until egg laying ceased, and the number of viable progeny was counted 48 h after removal of the parent worm. Lifespan was assessed under standard conditions at 15°C, with survival scored regularly until death (see Section 4 for details). As reported previously (Kenyon et al. 1993), *daf‐2* mutants displayed an extended lifespan (Figure 1C,D) but reduced brood size when compared with WT (Figure 1E). Importantly, we detected no difference in either lifespan or brood size between adult worm populations that had arrested in dauer for different durations and non‐dauer *daf‐2* worms.

Overall, these results demonstrate that no lasting functional decline occurs in post‐dauer nematodes, despite their higher chronological age compared to those that never underwent dauer arrest. These results align with previous reports indicating that although certain age‐related molecular changes emerge during diapause, they are largely reversed upon recovery (Houthoofd et al. 2002; Roux et al. 2016), resulting in sustained post‐dauer health and reproductive capacity.

### 2.2 Predicted Biological Age During Dauer Arrest and Upon Recovery

The dauer diapause exemplifies lifespan plasticity: even though they can outlive normally developing animals several times, once recovered from dauer, they show a normal adult lifespan despite their advanced chronological age (Figure 1). This, together with previous reports on molecular changes during diapause aging in *C. elegans* (Fielenbach and Antebi 2008; Houthoofd et al. 2002; Roux et al. 2016), suggests that aging is slowed during diapause and reversed during exit.

To investigate this hypothesis, we devised an experimental setup (Figure 2A) in which we collected *C. elegans* populations arrested in dauer for 1, 4, 15, or 30 days, and populations undergoing dauer exit (6 h and 24 h post exit induction), and performed bulk RNA‐sequencing. 

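Larvae of daf-2(e1370), a mutant of the insulin receptor gene that controls dauer entry and exit, were sequenced without UV in 13 conditions, namely dauer days 1, 4, 15 and 30 (D1, D4, D15 and D30) at 0, 6 and 24 h after exit induction and L3 larvae. Each condition has 3 libraries, and the paper says that these are 3 biological replicates. The authors trimmed reads with fastp, quantified transcripts with Salmon against the WBPS15 transcriptome with the genome as decoy and summed them to genes with tximport, and the deposited unit is the estimated count. The total of estimated counts per library ranged on D1 from 5455652 to 8999443 (median 7860967) at 0 h, 8759691 to 10376427 (median 9753151) at 6 h and 6959028 to 8264999 (median 7283743) at 24 h. For D4 the ranges were 4069749 to 5978390 (median 4251480), 2449113 to 2732514 (median 2682684) and 3621122 to 4524995 (median 4187150), for D15 8799925 to 9119136 (median 8804397), 8649442 to 9537488 (median 9024798) and 9200028 to 11038547 (median 10272089), and for D30 7726436 to 10557977 (median 10415349), 9591543 to 10326647 (median 9862449) and 10105819 to 10673992 (median 10444934). L3 libraries ranged from 10807608 to 12952656 (median 12237294). The paper states about 15 M reads per sample, and the values below use the deposited estimated counts. From there, genes with at least 10 counts in at least 3 libraries of a comparison were kept, libraries were scaled by TMM, and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at 0.05 was applied to slopes over dauer day or exit hour and to pairs of groups. A log2 change on a slope is the fitted change over the whole range, from day 1 to day 30 or from 0 to 24 h, and levels are CPM given as mean ± SD of 3 libraries. Gene lists were tested with camera at a preset correlation of 0.01 and with a correlation estimated from the residuals, and members were counted adjusted over all genes and adjusted over the list alone. Genes with near-identical copies, among them histones, vitellogenins, hsp-16 and msp genes, are uncertain one by one, because Salmon divides shared reads among the copies.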

Since the nematodes are still actively recovering from dauer at 6 and 24 h post‐exit (Figure 1B, Figure S1A), we hypothesized that the regulatory transcription programs would be actively engaged during these early recovery phases. We selected the 6 h and 24 h time points as they correspond to a transitional state where the animals are still morphologically dauer or just beginning to exit. This allows us to focus on the earliest changes associated with the exit from dormancy, prior to the transition into subsequent post‐dauer developmental stages. We additionally included L3 larvae samples as a non‐dauer control group, as dauer represents an alternative developmental trajectory that replaces the L3 stage under unfavorable conditions.

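The cuticle collagen genes col-2 and col-40, known for their expression in dauer, were at least 151406-fold and 142942-fold higher in D1 dauers than in L3 larvae, where neither had a count. The small heat shock gene hsp-12.6, which responds to reduced insulin signalling, stood at 343 ± 16 CPM in D1 dauers and 0.0747 ± 0.0652 in L3 larvae, and cut-1, a cuticlin of the dauer alae, at 925 ± 66 and 0.156 ± 0.185. The cuticlin gene cut-2 (WBGene00009983, chromosome V of WBcel235 from 13414949 to 13416064) was lower in D1 dauers (log2 change -8.29, standard error 0.28, adjusted p = 1.1e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with every L3 library above every dauer library. Troponin T, encoded by mup-2 and part of the muscle thin filament, was lower in dauers as well, at 66.1 ± 1.21 against 1481 ± 82.8 CPM in L3 (log2 change -4.46, standard error 0.066). In all, 10141 of 13419 genes differed, 5196 of them higher and 4945 lower in dauers. Of 13 genes known from the dauer state, 10 were higher and 3 were lower (10 and 3 when adjusted over the list alone, camera adjusted p = 0.00448, adjusted p = 0.212 with an estimated correlation). Among the 79 genes for cytosolic ribosomal proteins, 78 were lower and 1 was higher (78 and 1 when adjusted over the list alone, camera adjusted p = 2.1e-21, adjusted p = 0.339 with an estimated correlation). 31 of 32 proteasome subunit genes were lower and none was higher (31 and none when adjusted over the list alone, camera adjusted p = 5.1e-09, adjusted p = 0.132 with an estimated correlation). Among the 69 mitochondrial ribosomal genes, 69 were lower and none was higher (69 and none when adjusted over the list alone, camera adjusted p = 8.1e-16, adjusted p = 0.132 with an estimated correlation). Of 29 autophagy genes, 20 were higher and 5 were lower (20 and 5 when adjusted over the list alone, camera adjusted p = 0.0126, adjusted p = 0.384 with an estimated correlation).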

**FIGURE 2:**
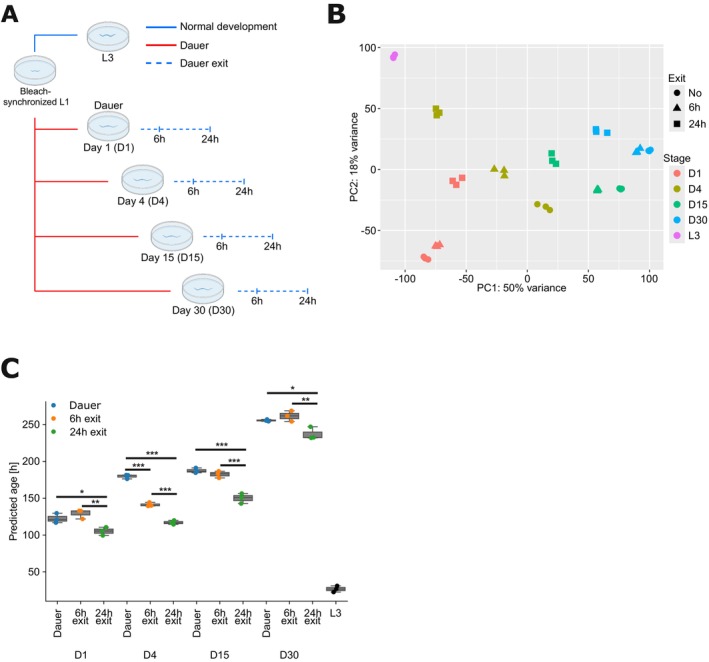
Predicted biological age increases with duration of dauer arrest but is reverted upon dauer exit. (A) A schematic representation of the experimental setup for transcriptomic analysis. Blue and red lines indicate plate incubation at 15°C or 25°C, respectively. (B) Principal component analysis (PCA) of bulk RNA‐sequencing results grouped by developmental stage (color) and time after dauer exit (shape). (C) Biological age prediction in hours for dauer and L3 samples using the BiT Age transcriptomics clock. Each dot represents a single RNA‐seq sample. One‐way ANOVA with post hoc Tukey test for every day. (*p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001).

We first performed principal component analysis (PCA) to identify major sources of variation across samples and visualize sample clustering in lower‐dimensional space (Figure 2B). Dauer‐arrested samples largely aligned along PC1 in the order of their respective chronological age, indicating progressive changes during the dauer state. 

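The arginase gene argn-1, which acts in arginine breakdown, rose steadily through dauer, at 33.5 ± 2.71, 143 ± 9.44, 575 ± 25.9 and 2372 ± 48.6 CPM on D1, D4, D15 and D30 (log2 change 5.41, standard error 0.50). The secreted SCP-family gene scl-20 rose in the same order from 0.506 ± 0.098 to 36.5 ± 2.14 CPM (log2 change 5.72, standard error 0.56), and for each of these genes every D30 library lay above every D1 library. In the other direction the collagen gene col-14 ended at least 12319-fold lower and the hedgehog-related gene grl-20 fell from 749 ± 56.5 CPM on D1 to 1.79 ± 0.203 on D4. On PC1, which held 50.2% of the variance of 39 libraries, the 0 h groups stood at -87.9 ± 2.04 for D1, 14.5 ± 5.74 for D4, 82.3 ± 0.976 for D15 and 107 ± 1.046 for D30. With day taken as a category, a choice made after seeing the data, edgeR's quasi-likelihood test called 9735 of 13884 genes between D1 and D4, 9164 between D4 and D15, and 8020 between D15 and D30. Between D1 and D30, 5385 genes were higher and 5754 lower on D30.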

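The dauer heat shock gene hsp-12.6 fell during exit from D4 (log2 change -4.59, standard error 0.46, from 683 ± 29.1 to 24.4 ± 4.78 CPM) and from D30 (log2 change -1.79, standard error 0.18, from 736 ± 32.1 to 194 ± 39.9 CPM). The superoxide dismutase gene sod-3, a known target of the dauer factor DAF-16, fell during exit from D4 (log2 change -3.29, standard error 0.22) and D15 (log2 change -1.29, standard error 0.13). The glyoxylate-cycle gene icl-1, which lets larvae make sugar from stored fat, rose during exit from D1 (log2 change 2.31, standard error 0.072), D15 (log2 change 2.31, standard error 0.39) and D30 (log2 change 4.59, standard error 0.30), and its L3 level was 2578 ± 469 CPM. Of the genes known from the dauer state, 5 of 12 fell and 2 rose during exit from D4 (5 and 2 when adjusted over the list alone, camera adjusted p = 0.112). The distance to the L3 mean on PC1 and PC2 went from 177 at 0 h to 123 at 24 h for D1, from 187 to 61.6 for D4, from 230.4 to 167 for D15 and from 238 to 192 for D30. Each of these changes had an exact two-sided permutation p of 0.1, the smallest that 3 against 3 libraries can give. With 6 h set against 0 h alone, sod-3 on D15 was not called (-0.035, adjusted p = 0.656 in edgeR's test).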

Upon dauer exit, most samples shifted in the direction of the L3 control samples. This shift was most pronounced in the D4 dauer exit samples, where both 6 h and 24 h post‐exit timepoints showed the greatest proximity to L3. 

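Many cuticle genes rose during exit from D4. The collagen gene dpy-5 (WBGene00001067, chromosome I of WBcel235 from 5432197 to 5433051), needed for normal body length, rose from 2.63 ± 1.94 CPM at 0 h to 22.1 ± 13.4 at 6 h and 1275 ± 126 at 24 h, with 2457 ± 104.3 in L3 larvae (log2 change 8.35, standard error 0.48, adjusted p = 6.1e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The collagen gene lon-3 ended at least 813-fold higher, and cut-2 rose too (log2 change 8.24, standard error 0.35), with each 24 h library above each 0 h library for all 3 genes. The secreted-protein gene scl-11 (log2 change -8.08, standard error 0.48) and the glucuronosyltransferase gene ugt-27 (log2 change -5.33, standard error 0.67) fell. From D4, 5492 of 12607 genes changed, 2843 up and 2649 down. Of 133 collagen genes, 80 rose and 6 fell (83 and 6 when adjusted over the list alone, camera adjusted p = 2.9e-12, adjusted p = 0.11 with an estimated correlation). Among the 18 molting genes, 15 rose and none fell (16 and none when adjusted over the list alone, camera adjusted p = 3.1e-08, adjusted p = 0.11 with an estimated correlation). Among them, mlt-9, a gene needed to shed the old cuticle, rose from 1.73 ± 0.388 to 204 ± 4.05 CPM. 9 of 13 pharynx genes rose and none fell (10 and 1 when adjusted over the list alone, camera adjusted p = 6.5e-04, adjusted p = 0.11 with an estimated correlation). Summed vitellogenin genes, which encode adult yolk proteins, differed widely between libraries. They stood at 1062 ± 819 CPM in the D4 0 h libraries (507 to 2003 by library). At 6 h the sum was 51.5 ± 88.6 (0.338 to 154) and at 24 h 84.5 ± 145 (0.831 to 252). PC1 moved from 14.5 ± 5.74 to -80.3 ± 1.59, beside -117 ± 0.712 for L3. With all 54 libraries in 1 fit 8577 genes changed, and at an adjusted p under 0.01 3617.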

D15 and D30 exit samples also moved toward L3 but to a lesser extent, indicating a less complete transcriptomic recovery trajectory compared to the exit from D4. In contrast, D1 dauer exit samples showed a distinct trajectory, moving closer to L3 along PC2 but slightly diverging along PC1. 

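During exit the cathepsin B-like gene cpr-5 (WBGene00000785, chromosome V of WBcel235 from 1132598 to 1134036) rose from 0.166 ± 0.191 to 167 ± 38.2 CPM on D15 (log2 change 11.13, standard error 0.40, adjusted p = 4.3e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and L3 larvae had 902 ± 267. The aspartyl protease gene asp-2 rose on D30 from 0.184 ± 0.108 to 155 ± 40.3 CPM (log2 change 10.71, standard error 0.29), as did the cathepsin B-like gene cpr-1 (log2 change 10.45, standard error 0.29). Of the genes that fell, acdh-1, an acyl-CoA dehydrogenase of propionate breakdown, did so on D15 (log2 change -2.94, standard error 0.19), and scl-20 on D30 (log2 change -3.11, standard error 0.15). For each of these genes the 24 h libraries lay wholly on one side of the 0 h libraries. On D15 5565 of 13153 genes changed (2946 up, 2619 down) and on D30 6115 of 13086 (3213 up, 2902 down). The larval collagen gene dpy-5 stayed at 0.853 ± 0.481 CPM in D15 and 0.528 ± 0.334 in D30 libraries at 24 h. Of 10 intestine genes on D30, 10 rose and none fell (10 and none when adjusted over the list alone, camera adjusted p = 2.8e-05, adjusted p = 0.553 with an estimated correlation). Of 10 intestine genes on D15, 6 rose and none fell (6 and none when adjusted over the list alone, camera adjusted p = 0.00127, adjusted p = 0.204 with an estimated correlation). Actin act-5, which builds the gut microvilli, rose on D30 (log2 change 3.29, standard error 0.11). Among the 30 body-wall muscle genes on D15, 17 rose and 3 fell (17 and 3 when adjusted over the list alone, camera adjusted p = 8.7e-04, adjusted p = 0.292 with an estimated correlation). Of 30 body-wall muscle genes on D30, 14 rose and 7 fell (15 and 7 when adjusted over the list alone, camera adjusted p = 0.185). At 24 h PC1 stood at 23.1 ± 2.04 for D15 and 63.4 ± 5.53 for D30. With 6 h set against 0 h alone 3543 genes changed on D30.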

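Cuticle and muscle genes were among those that fell during exit from D1. The ground-like hedgehog-related gene grl-9 fell from 37.2 ± 2.86 to 0.835 ± 0.258 CPM (log2 change -5.82, standard error 0.32) and the collagen gene col-123 (WBGene00000697, chromosome IV of WBcel235 from 9821921 to 9823156) from 242 ± 19.5 to 4.72 ± 1.052 (log2 change -5.63, standard error 0.38, adjusted p = 2.0e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with no overlap between the 0 h and 24 h libraries. The alcohol dehydrogenase gene adh-1 (log2 change 5.31, standard error 0.17) and the intermediate filament gene ifc-1, part of the gut cytoskeleton (log2 change 4.92, standard error 0.16), rose. In total 8504 of 13729 genes changed, 4196 up and 4308 down. Of 30 body-wall muscle genes, 27 fell and 1 rose (27 and 1 when adjusted over the list alone, camera adjusted p = 2.0e-09, adjusted p = 0.158 with an estimated correlation). The titin gene ttn-1 was the riser among them (log2 change 1.13, standard error 0.063), while the actin gene act-4 fell (log2 change -1.68, standard error 0.065). Among the 157 collagen genes, 74 fell and 30 rose (74 and 31 when adjusted over the list alone, camera adjusted p = 3.1e-04, adjusted p = 0.49 with an estimated correlation). 12 of 18 molting genes fell and 1 rose (12 and 1 when adjusted over the list alone, camera adjusted p = 0.00249, adjusted p = 0.348 with an estimated correlation). Of 20 neuron genes, 14 fell and 1 rose (14 and 1 when adjusted over the list alone, camera adjusted p = 0.014, adjusted p = 0.185 with an estimated correlation). 9 of 13 pharynx genes rose and 4 fell (9 and 4 when adjusted over the list alone, camera adjusted p = 0.0448, adjusted p = 0.185 with an estimated correlation). Between 0 and 24 h PC1 rose by 25.8 and PC2 by 64.6, each with an exact two-sided permutation p of 0.1.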

The principal components can be defined as linear combinations of genes according to their respective weights/loadings. They can assume both positive and negative values. If a gene has a large positive loading, then samples with a high expression level of this gene are located further along this component. 

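Autophagy genes, which break down cell contents, lay mostly on the positive side of PC1. The loadings of 23 of 29 autophagy genes (adjusted p = 0.00688) were positive, as were those of 78 of 95 neuropeptide genes (adjusted p = 5.4e-04), which carry signals between neurons. So were the loadings of 66 of 79 cytosolic ribosomal genes (adjusted p = 0.0336), while 14 of 25 ribosome biogenesis genes (adjusted p = 0.0664) had a positive loading. In the KEGG pathway Ribosome biogenesis in eukaryotes the test pointed to the positive side (adjusted p = 0.0254) while 29 of 59 members were positive and the median loading was -1.1e-04. Over all 15145 genes 48.3% of the loadings were positive, and the camera tests on loadings were chosen after the data were seen. No value with an estimated correlation is given for the loadings of either component. Their p-values may thus be too small for lists whose genes move together. The KEGG pathways were taken from the study's own Table S3 on these samples and are not independent evidence.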

The loadings of the first 2 PCs show that KEGG pathways associated with a positive enrichment in PC1 are primarily associated with ribosomal biogenesis, autophagy, and longevity signaling. 

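Structural and metabolic genes lay on the negative side. Only 11 of 165 collagen genes (adjusted p = 5.3e-93) and 1 of 30 body-wall muscle genes (adjusted p = 1.3e-10) had positive loadings on PC1. Among lysosomal hydrolases and membrane proteins, which digest cell contents, the positive ones were 8 of 43 genes (adjusted p = 1.2e-09), and among beta-oxidation genes, which burn fatty acids, 4 of 34 genes (adjusted p = 5.7e-06). Genes for fatty acid synthesis (4 of 18 positive (adjusted p = 0.0336)), UDP-glucuronosyltransferases, which detoxify small molecules (15 of 66 positive (adjusted p = 0.0162)), and the intestine (1 of 10 positive (adjusted p = 0.00462)) followed, all from camera on the loadings. In the same test, 15 of 59 genes of KEGG Fatty acid metabolism (adjusted p = 0.00569) and 22 of 102 of Carbon metabolism (adjusted p = 0.0334) were positive.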

Negatively enriched pathways in PC1 are associated with metabolism and lysosomal functionality. PC2 has positive enrichments in ribosomal functionality, oxidative phosphorylation/metabolism, and lysosome without any negatively enriched pathways (Table S2). 

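Ribosomal genes stood together on the positive side of PC2. The loadings of 78 of 79 cytosolic ribosomal genes (adjusted p = 8.2e-09) and 69 of 69 mitochondrial ribosomal genes (adjusted p = 7.0e-05) were positive by camera. Oxidative phosphorylation genes, which make ATP in mitochondria (39 of 41 positive (adjusted p = 0.00954)), tricarboxylic acid cycle genes (21 of 24 positive (adjusted p = 0.0196)), the vacuolar ATPase, which acidifies lysosomes (19 of 21 positive (adjusted p = 0.00134)), and lysosomal genes (32 of 43 positive (adjusted p = 0.0055)) shared that side. On the negative side stood genes known from the dauer state (3 of 13 positive (adjusted p = 1.1e-26)) and cytochrome P450 genes, which oxidise toxins and steroids (26 of 69 positive (adjusted p = 0.0144)). Collagens stood on both sides, though camera called them negative (76 of 165 positive (adjusted p = 4.2e-06)), with col-41 and sqt-1 among the largest positive and col-40 and col-183 among the largest negative loadings. PC2 held 17.6% of the variance, and 49.8% of all loadings on it were positive.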

The dynamics displayed in the PCA suggest that dauer duration influences the rate of transcriptomic recovery, with shorter duration enabling a more rapid transcriptomic recovery, consistent with previous observations of L1 diapause exit (Olmedo et al. 2020). The PCA thus indicates a progressive dauer aging trajectory and a rejuvenation trajectory that is dependent on the duration of the diapause.

Next, we estimated the biological age of *C. elegans* during dauer arrest and upon recovery using the BiT Age clock that we previously established (Meyer and Schumacher 2021) (Figure 2C, statistics in Table S2). BiT Age uses a binarization approach by converting expression values into binary states (0 or 1) depending on whether the value exceeds the median expression value within each sample. This binarization reduces the variation in gene expression levels that hampered the accuracy of previous transcriptome clocks. Moreover, the BiT Age clock is trained to determine biological age as the lifespan data were known for all training datasets and thus allowed the temporal rescaling of chronological to biological age (i.e., age relative to the time of median survival). We previously showed that the BiT Age clock provides highly accurate predictions of lifespan already during early adulthood and thus reflects the biological age.

Although the BiT Age clock was trained on transcriptomic data from adult *C. elegans* , it indicated a predicted biological age (PBA) progression of chronologically aging dauer‐arrested animals. The PBA increased from D1 to D30, with a temporary plateau between D4 and D15, suggesting a nonlinear aging trajectory. 

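Many cuticle collagen genes were switched off in old dauers. With the paper's rule, under which a gene is on when its level lies above the median of its sample, 82 of 175 collagen genes went from on to off between D1 and D30 and 2 came on. The glucuronosyltransferases (19 of 67 off, 2 on), the lysosomal genes (13 of 44 off, 5 on) and the molting genes (10 of 18 off) did the same. Of 102 neuropeptide genes 11 came on and 5 went off, and no proteasome gene changed state. Over all genes 1198 changed state between D1 and D4, 806 between D4 and D15, 787 between D15 and D30, and 2291 between D1 and D30 (1113 on, 1178 off), where a change means all 3 replicates moved. Where 2 of 3 replicates were enough to set the state, the counts were 1834, 1378 and 1262 between neighbouring days. The clock itself was not analysed here.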

The rate of biological aging progressively slowed over time: for example, at D1, the PBA is 123 h, while at D4 it was 180 h. This corresponds to a difference in biological age of 57 h over a chronological time span of 72 h. Therefore, the biological aging rate between these two timepoints is ca. 0.79 (57 h/72 h). Since, at D30, the PBA was 256 h, the rate of biological aging is ca. 0.12 (76 h/624 h) between D4 and D30. These results indicate that although biological aging continues during the dauer state, the rate of aging decreases sharply over time.

Additionally, the PBA at 24 h post exit at D15 is younger than at 24 h post exit at D30, suggesting that older dauers require more time to reverse age‐associated changes accumulated during diapause. 

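The fatty acid desaturase gene fat-5, which makes monounsaturated fat and had dropped out during dauer (log2 change -7.01, standard error 0.80), stood at 25.8 ± 10.3 CPM 24 h after exit from D15 and 37.5 ± 10.7 after exit from D30, beside 139 ± 11.8 on D1. The gut intermediate filament gene ifd-2 stood at 37.8 ± 1.36 and 24.7 ± 5.55 CPM at these times, beside 271 ± 8.44 on D1, after falling during dauer (log2 change -5.47, standard error 0.48). Of the genes whose on or off state differed between D1 and D30 and that were still in the D30 state at 0 h, 322 of 1472 were back in the D1 state 24 h after exit from D15 (21.9%) and 346 of 2291 after exit from D30 (15.1%). Between the D15 and D30 libraries at 24 h, 695 genes differed in state. With the state of 2 of 3 replicates it was 1201.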

To independently assess the PBA of dauer larvae, we applied our stochastic data‐based clock (Meyer and Schumacher 2024), which models the accumulation of random changes over time and is agnostic to adult‐specific pathways or regulatory programs. Despite being conceptually distinct from BiT Age, this clock similarly revealed a rejuvenation pattern upon dauer exit (Figure S2A, Table S2). To further validate these results, we analyzed a previously published wild‐type dauer exit time series dataset (Hendriks et al. 2014) and again observed a reduction in the PBA following dauer exit (Figure S2B, Table S2). Despite the observed delay in transcriptomic recovery of older dauers, the results of our developmental assay (Figure 1B, Figure S1A) indicate that they do not suffer phenotypic consequences in terms of the developmental dauer exit program. This suggests that longer diapause duration delays molecular recovery but does not impair the developmental control of dauer recovery.

To put these findings into context, we also predicted the biological ages in L3 larvae. L3 samples exhibited significantly lower PBAs compared to dauer or 24 h post‐dauer animals (Figure 2C). 

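The collagen gene col-41 stood at 1324 ± 116 CPM in L3 larvae and at 11.9 ± 2.78, 1.61 ± 1.36, 0.367 ± 0.206 and 0.591 ± 0.266 in dauers of D1, D4, D15 and D30, and lon-3, a collagen that shapes body length, at 237 ± 31.4 in L3 larvae and 0.161 ± 0.144 on D30. In on or off states, L3 larvae differed from dauers in 1605 genes on D1, 1993 on D4, 2324 on D15 and 2767 on D30. At 24 h after exit the numbers were 1357, 779, 1799 and 2323. By the state of 2 of 3 replicates, D4 larvae at 24 h and L3 larvae differed in 1523 genes.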

Developmental time course data from multiple public datasets confirmed that our L3 samples align well with PBA estimates across the L3 stage (Figure S2C, Table S2). While *C. elegans* development is characterized by oscillatory gene expression dynamics, we still observed a modest upward trend in the PBA across the L3 period. In contrast, the transcriptional programs in dauer larvae are non‐oscillatory and might allow a clearer measurement of age‐associated changes.

Together, the PCA and aging clock analyses show that dauer arrest is accompanied by a progressive transcriptomic aging trajectory. Upon exit, dauer samples shift transcriptionally toward the L3 larval state, with recovery dynamics that are influenced by the duration of the prior arrest. While the PCA shows changes in global expression patterns, BiT Age and the stochastic data‐based clock independently confirm that biological age decreases after dauer exit, supporting a rejuvenation process. These results suggest that although transcriptomic recovery and biological age reversal are not perfectly aligned, they represent complementary aspects of the dauer exit response. 

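The proteasome lid gene rpn-7 rose through dauer (log2 change 1.01, standard error 0.092, 118.9 ± 3.6, 135 ± 1.93, 177 ± 7.91 and 238 ± 4.85 CPM on D1, D4, D15 and D30), and the trehalose synthase gene tps-1, which protects dauers from drying, fell (log2 change -2.78, standard error 0.21). Recomputed PC1 scores and the BiT Age values printed in the paper's Table S2 gave a Pearson correlation of 0.913 over 39 libraries (jackknife SE 0.018, Spearman 0.931, two-sided permutation p = 1.0e-05, the smallest that 100000 permutations can give, and 4.7e-05 adjusted over 14 correlations). The permutation and the jackknife take libraries as units, though 3 libraries share each condition, so p and SE may be too small. Without the 2 farthest libraries, both L3, the correlation was 0.904, and over the 12 dauer libraries at 0 h 0.907. Within a dauer day and across exit hours the correlation was -0.652 for D1, 0.968 for D4, 0.954 for D15 and 0.839 for D30, and without the 2 farthest libraries the last was 0.445. During exit from D1, PC1 rose by 25.8 while the paper's BiT Age fell by 17.3 h.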

Interestingly, the first PC strongly correlates with Bit Age predictions (Pearson correlation: 0.91, *p* value: 4.4e‐16). 

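The ribosomal gene rps-18 rose during exit from D1 (log2 change 1.296, standard error 0.047) and D4 (log2 change 0.31, standard error 0.049). Over the 39 libraries PC2 and the paper's BiT Age had a Pearson correlation of -0.135 (two-sided permutation p = 0.41). Without L3 it was 0.404 (p = 0.015 by the same permutation, 0.017 adjusted over 14 correlations) with a Spearman correlation of 0.304 (p = 0.072). Among the 12 dauer libraries at 0 h PC2 rose with BiT Age (0.98), while within each dauer day it fell as BiT Age rose (-0.823 for D1, -0.958 for D4, -0.948 for D15 and -0.845 for D30). At 6 h against 0 h alone rps-18 was not called on D4 (0.059, adjusted p = 0.274 in edgeR's test).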

PC2 shows a weaker correlation with Bit Age (Pearson correlation: −0.15, *p* value: 0.36 with all samples; Pearson correlation: 0.39, *p* value: 0.02 excluding L3). Together, these complementary approaches provide evidence that dauer exit entails a coordinated reversal of transcriptomic and biological aging signatures, with the primary axis of variation (PC1) closely mirroring the biological age trajectory.

### 2.3 Transcriptomic Patterns Throughout Dauer Arrest and During Recovery

We next sought to characterize the gene expression dynamics during dauer aging and exit. Instead of using multiple pairwise comparisons, we used a statistical approach that models the trajectory of each gene's expression over the chronological time. This enabled us to assess whether the expression of a gene increases or decreases over sequential timepoints, thereby revealing broader regulatory trends. We focused on (1) dauer aging: changes in gene expression from D1 to D30 of the dauer stage, and (2) dauer exit: changes in gene expression from the first 6 to 24 h after induction of dauer exit. For each gene, we used a linear model to compute a slope that quantifies both the direction (up‐ or down‐regulation) and rate of expression change over time across dauer aging and dauer exit (see Section 4 for details). 

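Of the 4 genes the paper names, the insulin receptor gene daf-2 rose during dauer (log2 change 0.70, standard error 0.16, 434 ± 12.9, 480.3 ± 17.8, 722 ± 19 and 678 ± 16 CPM on D1, D4, D15 and D30, adjusted p = 0.00277 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and fell during exit from D15 (log2 change -0.30, standard error 0.10) and D30 (log2 change -0.35, standard error 0.059). The damage recognition gene xpc-1 (WBGene00022296, chromosome IV of WBcel235 from 1993089 to 2009027), which starts global-genome repair, fell during dauer (log2 change -0.72, standard error 0.15) and rose during exit from D1 (log2 change 0.41, standard error 0.080). The transcription-coupled repair gene csb-1 was not called over dauer days (log2 change -0.0073, standard error 0.19) and fell during exit from D4 (log2 change -0.54, standard error 0.15) and D15 (log2 change -0.49, standard error 0.11), and xpa-1, which both repair branches need, was not called over dauer days (log2 change 0.18, standard error 0.16). Over dauer days 7868 of 13884 genes had a slope past the threshold, 3451 up and 4417 down, and the median log2 change of all genes was -0.093. With day taken as a category, a choice made after seeing the data, 12959 genes differed between the 4 days. A gene without a called slope may thus still have changed. D1 and D30 libraries did not overlap for 7754 of the genes called by slope and for 81.3% of all genes, beside 10% by chance. Several of these calls rest on single times or libraries. With 6 h set against 0 h alone csb-1 was not called on D4 (0.085, adjusted p = 0.672) or D15 (-0.18, adjusted p = 0.131), and on D4 its call was also lost without 24 h replicate 1 (adjusted p = 0.0698) or 3 (0.0634). Over dauer days csb-1 was called lower without D1 (-0.38, adjusted p = 0.0441) and xpc-1 was not called without D30 (-0.75, adjusted p = 0.0905). The D15 call of daf-2 was lost without replicate 1, 2 or 3 at 0 h (adjusted p = 0.0928, 0.0944 and 0.084) and at 24 h (0.105, 0.0927 and 0.0693).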

Genes with positive slopes increased in expression over the time course, whereas those with a negative slope decreased. We then identified differentially expressed genes (DEGs) as those with a statistically significant slope, for example, a consistent increase in expression across the time course, and performed a KEGG pathway enrichment analysis to detect patterns in biological pathways.

### 2.4 Dauer Aging

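Body-wall muscle and cuticle genes fell during dauer. The muscle myosin heavy chain gene unc-54 fell from 8865 ± 491 to 91.7 ± 3.53 CPM (log2 change -5.90, standard error 0.91) and the NADPH oxidase gene bli-3, which crosslinks the cuticle, from 573 ± 14.8 to 24.4 ± 3.34 (log2 change -4.04, standard error 0.60). Of 30 body-wall muscle genes, 21 fell and none rose (21 and none when adjusted over the list alone, camera adjusted p = 9.6e-04, adjusted p = 0.747 with an estimated correlation). Among the 150 collagen genes, 128 fell and 5 rose (129 and 5 when adjusted over the list alone, camera adjusted p = 5.1e-10, adjusted p = 0.569 with an estimated correlation). 15 of 18 molting genes fell and none rose (15 and 1 when adjusted over the list alone, camera adjusted p = 0.0022, adjusted p = 0.569 with an estimated correlation). Chaperone genes rose, among them hsp-1, the constitutive HSP70 (log2 change 2.04, standard error 0.17). Of 20 heat shock genes, 11 rose and 3 fell (11 and 3 when adjusted over the list alone, camera adjusted p = 0.0286, adjusted p = 0.142 with an estimated correlation). Among the 93 neuropeptide genes, 56 rose and 10 fell (59 and 10 when adjusted over the list alone, camera adjusted p = 1.9e-06, adjusted p = 0.475 with an estimated correlation). Here the test and the median pointed up (median log2 change 0.82, 0.72 with floors) and the mean down (-0.072). Of 118 KEGG pathways in the study's Table S3, camera called 9 up and 10 down, none of them with an estimated correlation, and as that table was made on these samples it is not independent evidence.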

During dauer aging, 24 pathways are significantly downregulated, whereas only five pathways are significantly upregulated. 

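Fat-burning genes fell through dauer. The carnitine palmitoyltransferase gene cpt-6, which brings fatty acids into mitochondria, fell steadily (log2 change -3.30, standard error 0.16, 66.2 ± 4.245, 42.6 ± 6.2, 21.9 ± 1.52 and 5.93 ± 0.856 CPM on D1, D4, D15 and D30, adjusted p = 1.8e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and so did acox-1.5, an acyl-CoA oxidase of peroxisomes (log2 change -4.08, standard error 0.36), while acdh-9 rose (log2 change 1.97, standard error 0.11). Of 32 beta-oxidation genes, 22 fell and 2 rose (22 and 2 when adjusted over the list alone, camera adjusted p = 8.1e-05, adjusted p = 0.234 with an estimated correlation). The desaturase fat-5 fell and fat-6, which makes the same kind of fat, rose (log2 change 3.33, standard error 0.18, 1460.1 ± 36.8 CPM on D30), and the fatty acid synthesis list as a whole was not called. Detoxification genes fell as well, such as ugt-25 (log2 change -5.33, standard error 0.34), the P450 gene cyp-25A3 (log2 change -3.74, standard error 0.14) and the glutathione transferase gene gst-7 (log2 change -3.20, standard error 0.26). Among the 64 UDP-glucuronosyltransferases, 35 fell and 2 rose (35 and 2 when adjusted over the list alone, camera adjusted p = 6.2e-06, adjusted p = 0.0501 with an estimated correlation). 28 of 58 P450 genes fell and 8 rose (29 and 8 when adjusted over the list alone, camera adjusted p = 0.00146, and adjusted p = 0.0381 with an estimated correlation). Of 48 glutathione genes, 26 fell and 7 rose (28 and 7 when adjusted over the list alone, camera adjusted p = 0.00789, adjusted p = 0.0501 with an estimated correlation). Among the 40 lysosomal genes, 24 fell and 8 rose (25 and 8 when adjusted over the list alone, camera adjusted p = 0.0191, adjusted p = 0.467 with an estimated correlation). Succinate dehydrogenase subunit sdha-1 (log2 change -1.71, standard error 0.11) and phosphofructokinase pfk-1.1 (log2 change -2.74, standard error 0.33) fell too. 10 of 24 tricarboxylic acid cycle genes fell and 6 rose (11 and 7 when adjusted over the list alone, camera adjusted p = 0.573). Among KEGG pathways, which come from the study's Table S3 on these samples and are not independent evidence, the Fatty acid degradation pathway (23 of 46 genes fell, 7 rose, 23 and 7 when adjusted over the list alone, camera adjusted p = 0.0129, adjusted p = 0.468 with an estimated correlation) and the Carbon metabolism pathway (51 of 102 genes fell, 14 rose, 51 and 14 when adjusted over the list alone, camera adjusted p = 0.0211, adjusted p = 0.495 with an estimated correlation) fell.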

Multiple metabolic pathways are downregulated (Figure 3A, Table S3), consistent with the inactive low‐metabolic, stress‐resistant nature of the dauer state. Given the lifespan‐extending effects of dampened metabolic activity, this metabolic downregulation aligns with the BiT Age prediction that the biological aging rate during the dauer state decreases. Conversely, longevity‐regulating pathways, proteasome, and autophagy are significantly upregulated during dauer aging. This suggests that dauer larvae might engage enhanced protein quality control and cellular maintenance mechanisms that help mitigate damage accumulation and potentially contribute to their extended survival.

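The proteasome subunit gene rpn-10 (WBGene00004466, chromosome I of WBcel235 from 10730712 to 10732424), a receptor for tagged proteins, rose day by day (log2 change 1.56, standard error 0.15, 99.3 ± 2.76, 135 ± 4.5, 215 ± 15.64 and 305 ± 11.1 CPM on D1, D4, D15 and D30, adjusted p = 4.3e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Autophagy genes rose alongside: atg-7, which activates the conjugation machinery (log2 change 1.6004, standard error 0.085), epg-2, a cargo adaptor (log2 change 2.75, standard error 0.19), and atg-16.2 (log2 change 2.66, standard error 0.20), while the scaffold gene epg-7 fell (log2 change -0.51, standard error 0.11). Of 33 proteasome subunit genes, 24 rose and none fell (24 and none when adjusted over the list alone, camera adjusted p = 1.5e-06, adjusted p = 0.234 with an estimated correlation). Among the 29 autophagy genes, 19 rose and 1 fell (19 and 1 when adjusted over the list alone, camera adjusted p = 6.7e-05, and adjusted p = 0.0185 with an estimated correlation). The energy sensor gene aak-1, an AMP-activated kinase (log2 change 2.49, standard error 0.20), and the heat shock regulator hsf-1 (log2 change 0.97, standard error 0.15) rose and the insulin-pathway kinase gene pdk-1 fell (log2 change -2.62, standard error 0.32). 9 of 18 insulin signalling genes rose and 2 fell (10 and 2 when adjusted over the list alone, camera adjusted p = 0.0535). Of the KEGG pathways from the study's Table S3, which is not independent evidence, the Longevity regulating pathway of multiple species (22 of 41 genes rose, 5 fell, 23 and 5 when adjusted over the list alone, camera adjusted p = 0.0106, adjusted p = 0.321 with an estimated correlation) and the pathway Autophagy, other (17 of 24 genes rose, none fell, 17 and none when adjusted over the list alone, camera adjusted p = 0.00221, adjusted p = 0.092 with an estimated correlation) rose. From these pathways the paper proposes that dauers keep up protein quality control and cell maintenance.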

**FIGURE 3:**
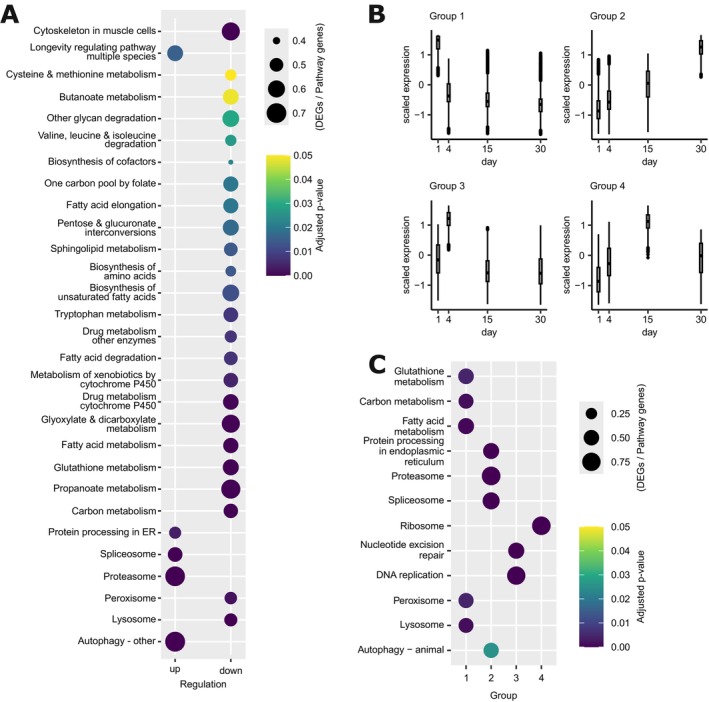
Dauer diapause transcriptomes reveal dauer longevity‐associated pathways. (A) KEGG pathways enriched for genes exhibiting differential expression over the dauer aging time course. Color‐coded are the adjusted *p* values, and the bubble size represents the ratio of differentially expressed genes in a pathway to the total number of genes in the pathway. (B) Genes were grouped into four clusters based on their expression patterns over the dauer aging time course (Days 1, 4, 15, and 30) using *k*‐means clustering. The y‐axis represents scaled expression values, and the *x*‐axis shows the chronological age in days. Cluster sizes: Group 1 (4820 genes), Group 2 (3947 genes), Group 3 (2782 genes), and Group 4 (2335 genes). (C) Subset of enriched KEGG pathways for each of the four gene clusters identified across the dauer aging time course. The *x*‐axis represents the gene clusters (Groups 1–4), while the *y*‐axis lists selected pathways. Color‐coded are the adjusted *p* values, and the bubble size represents the ratio of differentially expressed genes in a pathway to the total number of genes in the pathway.

To further characterize expression dynamics beyond linear changes, we clustered all genes into four groups based on their dauer aging‐dependent expression profiles (Figure 3B). 

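The muscle myosin gene unc-54, the desaturase gene fat-6, the repair gene xpc-1 and the ribosomal gene rps-29 take different courses through dauer. Their CPM on D1, D4, D15 and D30 were 8865 ± 491, 605 ± 95.7, 512 ± 83.1 and 91.7 ± 3.53 for unc-54, 173 ± 20.8, 145 ± 21.3, 407 ± 18.8 and 1460.1 ± 36.8 for fat-6, 72.2 ± 2.88, 88.5 ± 0.493, 62.5 ± 1.6 and 48.5 ± 3.03 for xpc-1 and 332 ± 9.16, 652 ± 30.0, 877 ± 42.7 and 787 ± 17.4 for rps-29. K-means with 4 centres on 13884 genes gave 4961 genes that fell after D1, 4010 highest on D30, 2622 highest on D4 and 2291 highest on D15, which stand for Groups 1, 2, 3 and 4 of the paper.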

While the linear model analysis identified general directional trends, clustering revealed distinct co‐regulated gene sets with nonlinear dynamics across the dauer time course. 

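Group 1 gathers genes of muscle, cuticle and fat use. It holds 29 of 30 body-wall muscle genes (adjusted p = 3.5e-11), 121 of 150 collagen genes (adjusted p = 3.4e-28) and 15 of 18 molting genes (adjusted p = 5.3e-04), from one-sided hypergeometric tests with Benjamini-Hochberg adjustment. Of genes that use or make fat, it holds 22 of 32 beta-oxidation genes (adjusted p = 0.00124) and 12 of 17 fatty acid synthesis genes (adjusted p = 0.0207), such as elo-5, an elongase (log2 change -3.59, standard error 0.34). Of detoxification genes it holds 31 of 58 P450 genes (adjusted p = 0.0207), 33 of 64 UDP-glucuronosyltransferases (adjusted p = 0.0254) and 20 of 48 glutathione genes (adjusted p = 0.474). From KEGG, as tabulated by the study on these samples and so not independent, it holds 34 of 59 genes of Fatty acid metabolism (adjusted p = 0.0284), 50 of 102 of Carbon metabolism (adjusted p = 0.0762) and 27 of 53 of Glutathione metabolism (adjusted p = 0.122). Among genes past the slope test alone, 2651 fell in the group, with 11 glutathione genes. The hypergeometric tests of this and the other groups take genes as independent, so p may be too small where genes of a list move together.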

The largest cluster (Group 1) showed a clear downregulation and is enriched for metabolic pathways such as the glutathione, carbon, and fatty acid metabolism (Figure 3C, Figure S3A). This reflects the metabolic decline observed in the initial pathway analysis (Figure 3A) and further suggests that broad metabolic downregulation is a dominant feature of dauer aging.

Group 2 showed a consistent upregulation and is significantly enriched for proteostasis‐related pathways, including the proteasome and autophagy (Figure 3C, Figure S3A). This suggests that while dauer larvae reduce overall metabolic activity, they simultaneously enhance proteostasis mechanisms, possibly as an adaptive strategy to extend lifespan under energy‐restricted conditions.

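Group 2 gathers proteasome and autophagy genes. By one-sided hypergeometric tests with Benjamini-Hochberg adjustment it holds 28 of 33 proteasome subunit genes (adjusted p = 1.2e-09) and 22 of 29 autophagy genes (adjusted p = 3.7e-06). The proteasome lid gene rpn-3 rose from 125 ± 3.75 to 257 ± 2.96 CPM (log2 change 1.04, standard error 0.10). The group also holds 17 of 32 spliceosome genes (adjusted p = 0.0286), which remove introns, and 44 of 93 neuropeptide genes (adjusted p = 0.0014). From the study's own KEGG table it holds 40 of 78 genes of Ubiquitin mediated proteolysis (adjusted p = 5.9e-04) and 55 of 105 of Endocytosis (adjusted p = 2.0e-05). On log2 CPM 2 groups of different course are highest on D30, of 4388 and 1998 genes, and so they are without replicate 1 (4445 and 1742), 2 (4495 and 1709) or 3 (4388 and 1720).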

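Group 3 gathers genes that copy and mend DNA. By one-sided hypergeometric tests with Benjamini-Hochberg adjustment it holds 29 of 36 DNA replication genes (adjusted p = 6.3e-14), 24 of 31 genes of base excision, mismatch and recombination repair (adjusted p = 4.3e-11) and 10 of 12 checkpoint genes (adjusted p = 2.2e-05), beside 5 of 14 nucleotide excision repair genes (adjusted p = 0.364). The DNA polymerase epsilon gene pole-1 stood at 148 ± 2.4, 187 ± 1.33, 71.5 ± 1.23 and 61 ± 3.31 CPM on D1, D4, D15 and D30, and the mismatch repair gene msh-6 at 100.3 ± 3.19, 108 ± 1.39, 77.5 ± 1.1 and 68 ± 1.96. Against the mean of D1 and D15, the median log2 difference on D4 was 0.61 for DNA replication genes and 0.23 for nucleotide excision repair genes. Germline genes, which act in egg and sperm formation, peaked on the same day: the group holds 19 of 24 of them (adjusted p = 3.0e-09), and their summed level was 1012 ± 12.5 CPM on D1, 1352 ± 125 on D4 and 935 ± 13.4 on D15. All 6 vitellogenin genes are in the group, with summed levels from 507 to 2003 CPM among the D4 libraries. From the study's own KEGG table, on these samples, it holds 26 of 49 genes of Nucleotide excision repair (adjusted p = 2.4e-06) and 14 of 20 of Homologous recombination (adjusted p = 1.7e-05). Among genes past the slope test alone, 13 DNA replication genes and 3 nucleotide excision repair genes fell in the group.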

Group 3, which displays a transient, nonlinear increase, peaking on Day 4, and is enriched in DNA replication and DNA repair pathways, including nucleotide excision repair, base excision repair, mismatch repair, and homologous recombination, suggesting a broad increase in genome maintenance. The timing indicates that dauer larvae may transiently boost DNA repair capacity early during arrest, potentially as a priming response to preserve genome integrity during prolonged quiescence.

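Group 4 holds most ribosomal genes. It holds 76 of 79 genes of the cytosolic ribosome (adjusted p = 1.9e-54) and 26 of 69 of the mitochondrial ribosome (adjusted p = 3.2e-04), from one-sided hypergeometric tests with Benjamini-Hochberg adjustment. The ribosomal gene rpl-24.2 stood at 78.2 ± 5.58, 276 ± 4.02, 525 ± 27.3 and 529 ± 9.61 CPM on D1, D4, D15 and D30. The group also holds 31 of 93 neuropeptide genes (adjusted p = 5.8e-04). None of the 118 KEGG pathways of the study's own table that could be read in full was enriched in it, and the Ribosome pathway was not among them. The ribosomal genes change group with the libraries used: without replicate 1, 77 of them fall in a group of 4445 genes that rises to D15 and is highest on D30 (centres -1.04, -0.277, 0.541 and 0.772). That also holds without replicate 2 or 3, on log2 CPM and with 3 or 5 centres, and with 5 centres another group, of 1481 genes, peaks on D15.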

Group 4 has an intermediary upregulation on Day 15 and is enriched in ribosomes, suggesting a priming of the translational machinery in preparation for dauer exit (Table S3).

### 2.5 Dauer Exit

Next, we focused on the characterization of transcriptomic dauer exit dynamics. To evaluate the extent to which the transcriptomic responses to dauer exit overlap across different dauer aging timepoints, we compared the sets of DEGs identified at D1, D4, D15, and D30 using the same linear model approach used earlier. Here, DEGs were defined as genes with a significant change in expression, that is, a slope significantly different from 0, across the in‐dauer, 6 h post‐exit, and 24 h post‐exit samples. 

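Several genes moved alike on different days of exit. The isocitrate dehydrogenase gene idh-1, which makes NADPH, rose on D1 (log2 change 2.92, standard error 0.12), D15 (log2 change 2.56, standard error 0.13) and D30 (log2 change 1.36, standard error 0.10), and the insulin-pathway kinase gene akt-1 fell on D15 (log2 change -0.61, standard error 0.13) and D30 (log2 change -0.69, standard error 0.066). In all, 588 genes rose and 318 fell on all 4 days, of 12064 that changed on any day. The days shared 2671 genes for D4 and D15, 86.2% of them in the same direction, 2768 genes for D4 and D30, 78.5% of them in the same direction and 3657 genes for D15 and D30, 96.9% of them in the same direction. For D15 and D30, 1887 genes rose on both days, beside 702 by chance, and 1656 fell, beside 569 by chance. At 6 h against 0 h alone idh-1 was not called on D30 (0.17, adjusted p = 0.14 in edgeR's test), and over all genes tested on both days, called or not, the shares in the same direction were 0.655, 0.605 and 0.767 of 1.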

Overall, these DEG sets showed a high degree of similarity, indicating the core processes associated with the dauer exit program. 

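Some genes ran opposite ways on D1 and D4. The molting gene mlt-9 fell on D1 (log2 change -2.79, standard error 0.15) and rose on D4 (log2 change 6.58, standard error 0.20), and the elongase gene elo-4 did likewise (-4.70 and 3.04). Ribosome assembly factor nog-1 rose on D1 (log2 change 1.04, standard error 0.052) and fell on D4 (log2 change -1.12, standard error 0.061). D1 shared 3741 genes for D1 and D4, 63% of them in the same direction, 3778 genes for D1 and D15, 75.1% of them in the same direction and 4015 genes for D1 and D30, 66.5% of them in the same direction. For D1 and D4, 1386 shared genes ran opposite ways, beside 1696 by chance, against 114 and 1265 for D15 and D30. Across all genes tested on both days the slopes of D1 and D4 had a correlation of 0.00922, and those of D15 and D30 one of 0.794. Genes called on D1 alone numbered 2126, on D4 alone 746, on D15 alone 484 and on D30 alone 725. Over all genes tested on both days, called or not, the shares in the same direction were 0.572, 0.628 and 0.587 of 1 for D1 with D4, D15 and D30.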

D1 exit showed the most distinct exit pattern and displayed the lowest overlap with the other timepoints, while D15 and D30 showed the highest similarity (Figure 4A). These observations are consistent with the exit trajectories observed in the PCA, where D1 samples diverged most significantly from other days.

**FIGURE 4:**
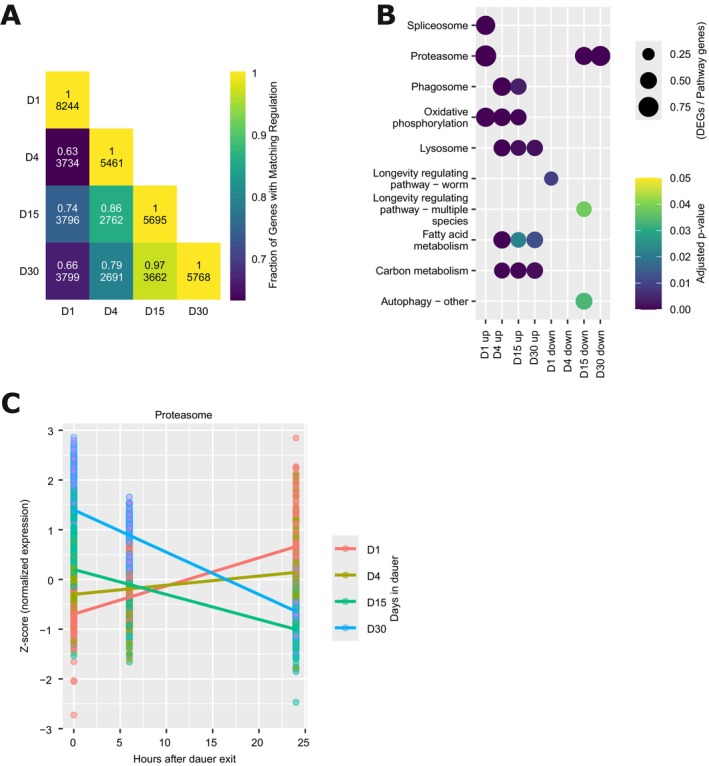
Dauer exit trajectories reveal rejuvenation‐associated pathways. (A) Heatmap showing the overlap in differentially expressed genes between dauer exit at different chronological ages. The color scale represents the fraction of shared genes that exhibit the same direction of regulation. The upper number in each cell indicates this fraction, while the lower number denotes the total number of overlapping differentially expressed genes between the two time points. (B) Subset of enriched KEGG pathways for differentially expressed genes at each dauer exit time point. Color‐coded are the adjusted *p* values, and the bubble size represents the rich factor. (C) Scaled expression values of proteasomal genes are shown across dauer exit time points (0, 6, and 24 h). Each dot represents the scaled expression of an individual proteasomal gene. Colored lines indicate linear model fits for each aging time point (Days 1, 4, 15, and 30), illustrating how proteasomal gene expression exit dynamics change with dauer aging.

To investigate how the transcriptional response to dauer exit depends on the duration of diapause, we performed KEGG pathway enrichment analysis on differentially expressed genes across dauer exit time points from animals recovered at Days 1, 4, 15, and 30 of dauer arrest. 

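Lysosomal genes moved both ways during exit, with more of them rising than falling on each day. The cathepsin gene cpr-5 rose on D1 (log2 change 3.38, standard error 0.086), asp-13, an aspartyl protease, on D4 (log2 change 3.37, standard error 0.20), cpr-4 on D15 (log2 change 9.37, standard error 0.48) and cpr-3 on D30 (log2 change 3.68, standard error 0.17), while the lipase gene lipl-8 fell on D1 (log2 change -3.81, standard error 0.12), asp-9 on D4 (log2 change -4.39, standard error 0.31) and asp-4 on D30 (log2 change -1.39, standard error 0.087). Of 43 lysosomal genes on D1, 24 rose and 8 fell (24 and 9 when adjusted over the list alone, camera adjusted p = 0.0034, adjusted p = 0.198 with an estimated correlation). Among the 41 lysosomal genes on D4, 22 rose and 6 fell (23 and 6 when adjusted over the list alone, camera adjusted p = 7.4e-04, adjusted p = 0.646 with an estimated correlation). 26 of 42 lysosomal genes on D15 rose and 4 fell (26 and 4 when adjusted over the list alone, camera adjusted p = 1.6e-04, adjusted p = 0.204 with an estimated correlation). The 40 lysosomal genes on D30 counted 25 that rose and 8 that fell (25 and 8 when adjusted over the list alone, camera adjusted p = 0.00162, adjusted p = 0.616 with an estimated correlation). With 6 h set against 0 h alone cpr-4 was not called on D15 (0.046, adjusted p = 0.925 in edgeR's test).

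Subunits of the vacuolar ATPase, the proton pump of lysosomes, rose during exit from D4, with vha-5 (WBGene00006914, chromosome IV of WBcel235 from 8303968 to 8307371) going from 222 ± 7.15 to 832 ± 5.34 CPM (log2 change 1.89, standard error 0.059, adjusted p = 1.9e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of 21 vacuolar ATPase genes on D4, 18 rose and none fell (19 and 1 when adjusted over the list alone, camera adjusted p = 2.3e-11, and adjusted p = 0.0285 with an estimated correlation). Of the genes of fat metabolism, the fatty acid synthase gene fasn-1 rose on D4 (log2 change 2.15, standard error 0.24), the desaturase gene fat-3 on D15 (log2 change 2.67, standard error 0.11) and the peroxisomal gene acox-1.5 on D30 (log2 change 5.79, standard error 0.21). Among the 31 beta-oxidation genes on D4, 17 rose and none fell (18 and none when adjusted over the list alone, camera adjusted p = 4.6e-05, adjusted p = 0.646 with an estimated correlation). 18 of 29 beta-oxidation genes on D30 rose and 2 fell (20 and 2 when adjusted over the list alone, camera adjusted p = 2.8e-05, adjusted p = 0.553 with an estimated correlation). Of 17 fatty acid synthesis genes on D15, 10 rose and none fell (10 and 2 when adjusted over the list alone, camera adjusted p = 0.00577, adjusted p = 0.305 with an estimated correlation). Among the 24 tricarboxylic acid cycle genes on D15, 16 rose and 1 fell (17 and 1 when adjusted over the list alone, camera adjusted p = 5.6e-04, adjusted p = 0.204 with an estimated correlation). 14 of 24 tricarboxylic acid cycle genes on D1 rose and 4 fell (15 and 4 when adjusted over the list alone, camera adjusted p = 0.00466, adjusted p = 0.285 with an estimated correlation). The study's own KEGG table gives, without being independent evidence, the Lysosome pathway on D4 (50 of 103 genes rose, 9 fell, 52 and 10 when adjusted over the list alone, camera adjusted p = 9.1e-05, adjusted p = 0.502 with an estimated correlation) and the Oxidative phosphorylation pathway on D4 (51 of 98 genes rose, 9 fell, 53 and 9 when adjusted over the list alone, camera adjusted p = 9.1e-05, adjusted p = 0.502 with an estimated correlation).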

The KEGG enrichment analysis showed that dauer exit is generally associated with the upregulation of lysosomal and multiple metabolic pathways (Figure 4B), consistent with the reactivation of energy‐demanding processes following the metabolically suppressed dauer state. This contrasts with the observed reduction of metabolic activity during the dauer state and suggests a reactivation of metabolic functions upon exit. However, the specific biological pathways enriched during exit vary depending on the dauer duration. This may be a result of cumulative changes to the worms during the dauer state. Furthermore, the enrichment of longevity‐associated genes among downregulated ones on D1 and D15 could be interpreted as an ending of dauer‐longevity mechanisms and resumption of a normal life cycle.

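Collagen, molting and ribosome biogenesis genes responded to exit differently on D1 and D4. The collagen gene col-10, for one, rose on D4 (log2 change 6.45, standard error 0.22), and rol-8, which shapes the body wall, fell on D1 (log2 change -4.60, standard error 0.13). Compared with D1, the exit slopes on D4 were higher for collagens (median difference in log2 3.71, camera adjusted p = 2.6e-18, and adjusted p = 0.00278 with an estimated correlation), molting genes (median difference in log2 5.66, camera adjusted p = 2.0e-10, and adjusted p = 0.00278 with an estimated correlation) and the vacuolar ATPase (median difference in log2 1.08, camera adjusted p = 2.9e-07, adjusted p = 0.413 with an estimated correlation). They were lower for ribosome biogenesis genes (median difference in log2 -0.73, camera adjusted p = 2.6e-11, and adjusted p = 0.0129 with an estimated correlation) and cytosolic ribosomal genes (median difference in log2 -1.04, camera adjusted p = 6.4e-52, adjusted p = 0.0805 with an estimated correlation). The ribosomal genes rose as one during exit from D1, rpl-7A among them (log2 change 1.403, standard error 0.051). Of 79 cytosolic ribosomal genes on D1, 79 rose and none fell (79 and none when adjusted over the list alone, camera adjusted p = 1.2e-30, adjusted p = 0.194 with an estimated correlation). Among the 69 mitochondrial ribosomal genes on D1, 56 rose and none fell (57 and none when adjusted over the list alone, camera adjusted p = 1.6e-09, and adjusted p = 0.00689 with an estimated correlation). Over all genes, the exit slope differed between dauer days for 9615 of 14975 in edgeR's quasi-likelihood test of dauer day with exit hour.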

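Single genes of the insulin pathway changed during exit, while the pathway's list was not called on D1 or D15. The FOXO factor gene daf-16, which drives dauer and long life, fell on D1 (log2 change -0.47, standard error 0.077), as did its upstream kinase akt-1 (log2 change -1.245, standard error 0.095), while the related kinase sgk-1 rose on D1 (log2 change 1.14, standard error 0.076) and D15 (log2 change 1.61, standard error 0.12). The catalase gene ctl-1 (log2 change -1.54, standard error 0.075) and the metallothionein gene mtl-1 (log2 change -2.17, standard error 0.18), both targets of DAF-16, fell on D1, and mtl-1 fell on D15 too (log2 change -1.22, standard error 0.16), along with aak-1 (log2 change -0.92, standard error 0.24). Of 18 insulin signalling genes on D1, 5 fell and 4 rose (5 and 4 when adjusted over the list alone, camera adjusted p = 0.994). Among the 18 insulin signalling genes on D15, 6 fell and 1 rose (6 and 1 when adjusted over the list alone, camera adjusted p = 0.179). 9 of 13 genes known from the dauer state on D1 fell and 3 rose (10 and 3 when adjusted over the list alone, camera adjusted p = 0.0476, adjusted p = 0.285 with an estimated correlation). Of 29 autophagy genes on D15, 16 fell and 1 rose (16 and 1 when adjusted over the list alone, camera adjusted p = 0.00119, adjusted p = 0.204 with an estimated correlation). In the study's own KEGG table the Longevity regulating pathway of multiple species was not called by camera on D1 (adjusted p = 0.945) and fell on D15 (15 of 41 genes fell and 2 rose, camera adjusted p = 0.0372, adjusted p = 0.319 with an estimated correlation). At 6 h against 0 h alone akt-1 (-0.050, adjusted p = 0.294) and mtl-1 (-0.039, adjusted p = 0.435) were not called on D1 by edgeR's test. The paper proposes that enrichment of longevity genes among those falling on D1 and D15 could be read as an end of dauer longevity.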

Among the most strikingly dynamic pathways was the proteasome (Figure 4B,C). Proteasomal genes were strongly upregulated during dauer aging, suggesting an adaptive upregulation of proteostasis during prolonged diapause (Figure 3). Upon dauer exit, however, this trajectory is reversed and proteasomal gene expression shows a distinct time‐dependent pattern: proteasomal genes were enriched among upregulated genes during exit from early (D1) dauers, were no longer significantly enriched by D4, and were instead enriched among downregulated genes in animals exiting at later stages (D15 and D30) (Figure 4B). 

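The core particle gene pas-1 rose during exit on every day, on D1 (log2 change 0.55, standard error 0.065), D4 (log2 change 0.31, standard error 0.088), D15 (log2 change 0.43, standard error 0.080) and D30 (log2 change 0.20, standard error 0.063), while most other subunits turned with dauer age. The core gene pas-3 (WBGene00003924, chromosome I of WBcel235 from 5105110 to 5106048) fell on D15 from 418 ± 23.9 to 153 ± 4.32 CPM (log2 change -1.33, standard error 0.10, adjusted p = 4.0e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and on D30 from 716 ± 12.2 to 403 ± 33.2 (log2 change -0.81, standard error 0.054). The lid gene rpn-3 rose on D1 (log2 change 0.58, standard error 0.059), pbs-5 on D4 (log2 change 0.40, standard error 0.073), and rpn-8, also of the lid, fell on D30 (log2 change -0.90, standard error 0.050). Of 33 proteasome genes on D1, 30 rose and none fell (31 and none when adjusted over the list alone, camera adjusted p = 2.9e-07, adjusted p = 0.129 with an estimated correlation). Among the 33 proteasome genes on D4, 4 rose and 3 fell (3 and 2 when adjusted over the list alone, camera adjusted p = 0.635). 21 of 33 proteasome genes on D15 fell and 1 rose (21 and 1 when adjusted over the list alone, camera adjusted p = 6.8e-04, adjusted p = 0.601 with an estimated correlation). Of 33 proteasome genes on D30, 25 fell and 1 rose (27 and 1 when adjusted over the list alone, camera adjusted p = 2.3e-07, adjusted p = 0.616 with an estimated correlation). Against D1, the exit slope was lower on D15 for the list (median difference in log2 -0.73, camera adjusted p = 3.3e-16, adjusted p = 0.0905 with an estimated correlation). The rise of pas-1 was not called with 6 h against 0 h alone on D1 (0.14, adjusted p = 0.0597), D4 (0.0076, adjusted p = 0.953), D15 (0.11, adjusted p = 0.167) or D30 (0.0024, adjusted p = 0.984), nor that of pbs-5 on D4 (0.15, adjusted p = 0.106), and pas-1 lost its call without 24 h replicate 2 on D4 (adjusted p = 0.052) and 24 h replicate 3 on D30 (0.079) or with all 54 libraries in 1 fit on D30 (0.0593), all from the same test.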

At the 24‐h post‐exit timepoint, proteasomal expression was highest in D1‐exit animals and lowest in D30‐exit animals—opposite to the expression pattern seen during dauer aging itself (Figure 4C), suggesting an interaction between the duration of diapause and the ability to dynamically regulate proteasomal activity during recovery (Figure 4C). These data suggest that early‐dauer exit, having not yet strongly upregulated proteasome genes during diapause, requires an additional transcriptional upregulation upon exit to restore proteostasis. In contrast, long‐term dauers have already upregulated their proteasomal capacity, enabling a normalization or even downregulation during recovery.

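The lid gene rpn-11, which removes ubiquitin from doomed proteins, fell during exit from D30 (log2 change -0.89, standard error 0.078, from 266 ± 8.37 to 138 ± 11.6 CPM), and its 24 h levels were 123 ± 5.59 for D1, 108 ± 5.78 for D4 and 86 ± 6.38 for D15. As the mean of 33 subunit z scores, the proteasome in dauers stood at -0.772 ± 0.102 on D1, -0.0627 ± 0.0488 on D4, 0.569 ± 0.195 on D15 and 1.42 ± 0.0671 on D30. At 24 h after exit it stood at 0.641 ± 0.105 for D1, 0.126 ± 0.118 for D4, -0.993 ± 0.228 for D15 and -0.287 ± 0.221 for D30. The D30 mean at 24 h exceeded that of D15 by 0.706, or by 0.454 without replicate 3, and the change from 0 to 24 h on D4 was 0.188, or 0.0102 with KEGG members and -0.151 on mean log2 CPM. The paper proposes an interaction between the length of diapause and the control of the proteasome in recovery.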

Our findings suggest: (1) that an interplay between protein synthesis and degradation pathways, including lysosome and proteasome activity, is a part of the dauer longevity program, potentially in combination with alternative splicing regulation, and (2) that a transcriptomic program driving rejuvenation during dauer recovery involves proteasomal dynamics and the upregulation of metabolic processes.

### 2.6 Effects of UV‐Irradiation on Dauer Recovery and Gene Length‐Dependent Transcription Patterns

The maintenance of the genome is an essential component of longevity and how genome stability could be reinstated in a rejuvenation process remains unclear. We thus investigated how dauer larvae maintain genome integrity and recover from DNA damage. A particularly striking feature of dauer larvae is their resistance to various types of stress (Jones et al. 2001), including UV‐induced DNA damage (Johnson and Hartman 1988). To explore their ability to maintain their genomes, we used UV as a genotoxic paradigm for inducing transcription‐blocking DNA lesions, which play an important role, particularly in the aging process of postmitotic cell types such as neurons (Lans et al. 2019). We chose UVB treatment because it predominantly induces the well‐defined cyclobutane pyrimidine dimers (CPDs). CPDs distort the helix structure, resulting in the stalling of transcription elongation until repair by transcription‐coupled nucleotide excision repair (TC‐NER). By interfering with transcription elongation, this lesion type is particularly relevant for nondividing cell types, such as those comprising the dauers. We therefore exposed worms to UV radiation at the beginning of diapause and assessed recovery dynamics depending on dauer duration.

First, we irradiated D1 worms and induced dauer recovery, either directly or by leaving the irradiated animals until D4 before triggering the exit. With increasing UV dose, the recovery from dauer was delayed, suggesting that during the exit process, DNA repair requires time to remove the lesions. However, we observed only a very minor reduction in this delay when the animals were given 4 more dauer days to recover from the UV‐induced damage (Figure S4, statistics in Table S7). This suggests that the repair of UV‐induced damage in genes required for dauer exit occurs predominantly after exit is triggered, rather than during the dauer phase itself. To ascertain that despite the absence of a phenotypic consequence in dauers, the applied UV irradiation has a biological consequence and requires the repair of UV‐induced DNA damage, we next tested the effects of perturbing the nucleotide excision repair (NER) pathway. NER is the major mechanism required for removing helix‐distorting lesions such as UV‐induced CPDs. Upon stalling of the RNAPII at the lesions, the CSB‐1 protein induces transcription‐coupled (TC‐) NER. Throughout the genome, such lesions are recognized by XPC‐1, which initiates global‐genome (GG‐) NER (Lans et al. 2010). Both converge on the NER core pathway by recruiting XPA‐1. Upon UV irradiation, mutations in *csb‐1* lead to developmental growth delays and premature aging in the worm's postmitotic somatic cells (as they require transcription but not DNA replication), while *xpc‐1* mutants are UV sensitive in proliferative germ cells. *xpa‐1* mutants are exquisitely sensitive to UV in all cell types, as no NER activity is present (Mueller et al. 2014). These nematode phenotypes reflect the human disease syndromes, where TC‐NER defects caused by *CSB* mutations lead to growth delays and premature aging, while GG‐NER defects caused by *XPC* mutations lead to elevated mutations throughout the genome of proliferating cells, resulting in exquisite skin cancer susceptibility (Rieckher et al. 2021).

Given the role of NER in DNA damage‐driven aging, we tested the consequences of a perturbed NER pathway for dauer exit by following the dauer recovery of NER mutants (Figure 5A–D, statistics in Table S5). All NER mutants had similar recovery dynamics to the single *daf‐2* mutant in the absence of UV‐induced DNA damage (Figure 5A). However, upon UV exposure, we observed a dose‐ and NER‐dependent delay in resuming development (Figure 5B–D). Completely NER‐deficient *daf‐2;xpa‐1* mutants were unable to resume development even at the lowest dose of 15 mJ/cm^2^. TC‐NER‐deficient *daf‐2;csb‐1* mutants displayed a transient delay of dauer exit, while at 30 mJ/cm^2^ most TC‐NER‐defective animals were unable to resume development. In contrast, GG‐NER‐deficient *daf‐2;xpc‐1* mutants showed a similar UV sensitivity to *daf‐2* single mutants. These results are highly consistent with the role of TC‐NER in somatic cells, which are mostly postmitotic after embryonic development.

**FIGURE 5:**
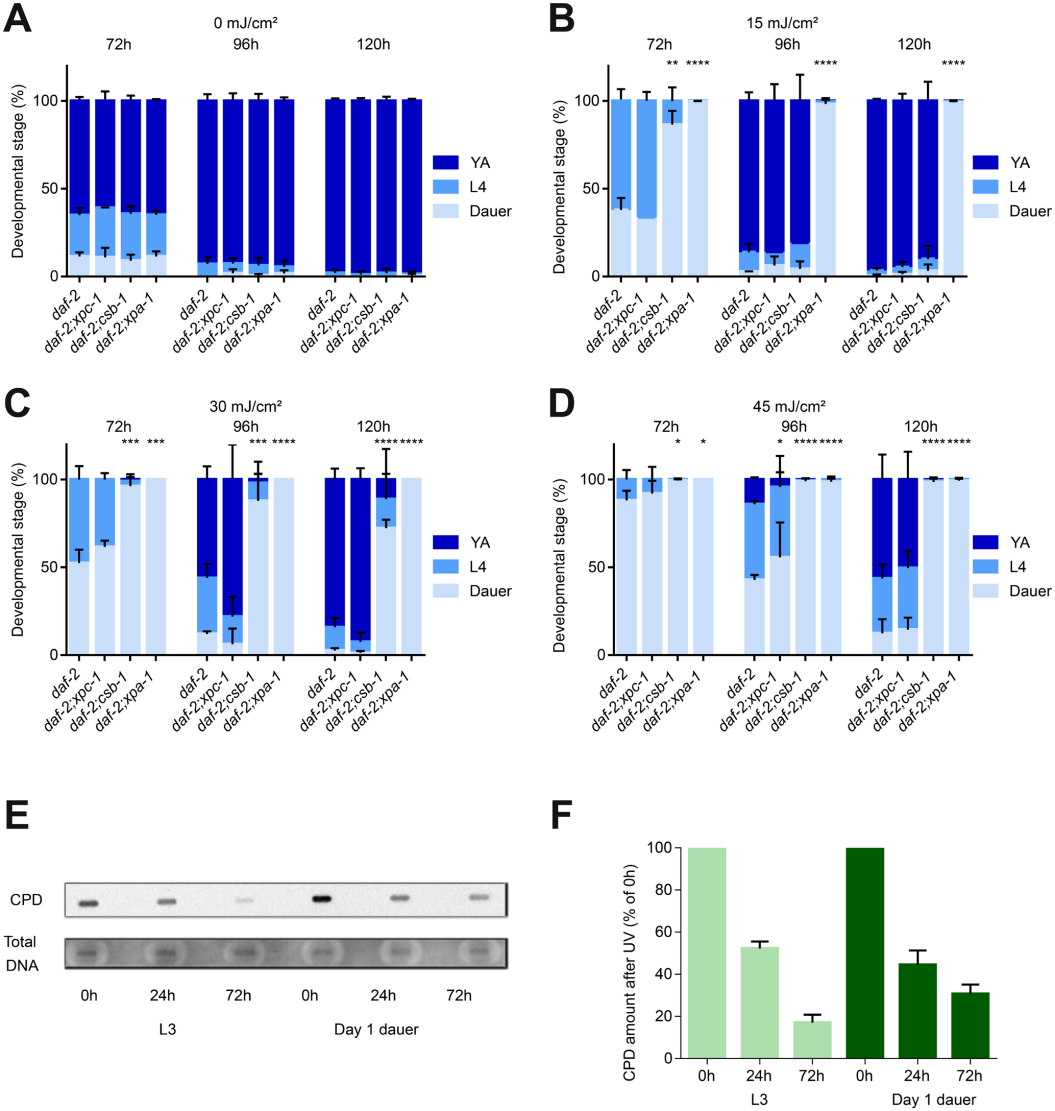
NER machinery is required for successful dauer exit, which is impaired by UV treatment equally in D1 and D4 worms. (A–D) *daf‐2*, *daf‐2;xpc‐1*, *daf‐2;csb‐1*, and *daf‐2;xpa‐1* animals were UV‐ or mock‐treated at day 1 of dauer. Panels (A) to (D) show, respectively, 0, 15, 30, and 45 mJ/cm^2^ conditions. Dauer exit was induced immediately after the UV treatment (average of *n* = 3 independent experiments per strain and dose is shown; error bars represent the standard deviation (SD); two‐tailed *t*‐test. The smallest *p*‐value for the comparison of each developmental stage is indicated (*p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001). (E, F) *daf‐2* animals were UV‐treated (75 mJ/cm^2^) at the L3 or dauer stage (D1). CPDs were measured via slot blots by antibody staining 0, 24, and 72 h after UV treatment, and normalized to the respective 0 h time points (result shown in panel (E) is representative; experiment was repeated 2 times).

To further address the NER activity during dauer, we used an established anti‐CPD antibody that specifically recognizes this lesion type to assess the removal of UV‐induced CPDs in a slot blot (Figure 5E,F). The CPD removal kinetics in dauers were almost as efficient in comparison to non‐dauer L3 larvae, with over 50% of the UV‐induced damage repaired in the first 24 h, followed by slower repair, in agreement with previous reports that suggest biphasic repair kinetics (Cipollini et al. 2006). Given that D1 and D4 dauers exhibit similar recovery dynamics (Figure S4) after irradiation at D1, despite D4 dauers having additional time in dauer before exit, this suggests that while global repair mechanisms remain active during dauer, the repair of transcriptionally relevant regions necessary for exit may predominantly occur upon exit initiation rather than during dauer itself. This aligns with the role of TC‐NER in repairing actively transcribed regions and may explain why TC‐NER‐deficient animals exhibit a transient delay in recovery upon UV exposure.

While the CPD quantification (Figure 5E,F) assesses the overall burden of DNA lesions throughout the genome, the effect of CPDs on blocking transcription is limited to those occurring on the actively transcribed strand leading to stalling of RNAPII. The effect of transcription blocking DNA lesions can instead be assessed by the reduced expression of genes encoded by long open reading frames. Here, UV lesions lead to the gene length dependent transcription decline (GLTD) indicative of transcription stress. Similarly to the effect of transcription blocking UV‐induced lesions, the GLTD is observed during aging in multiple species. It is thought that the GLTD is triggered by the accumulation of transcription blocking lesions during the aging process (Gyenis et al. 2023; Ibañez‐Solé et al. 2023). Hence, investigating the changes in gene length dependent expression during dauer exit may further elucidate the reversal of the transcription‐blocking DNA lesions causing the age‐related GLTD. 

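Dauers were given UV on D1 and sequenced on D4 at 0, 6 and 24 h after exit induction beside untreated dauers, each group in 3 libraries. The total of estimated counts per library ranged in the UV groups from 670302 to 856794 (median 733689) at 0 h, 1141284 to 2257260 (median 2220626) at 6 h and 2434018 to 4121816 (median 2987217) at 24 h. Each median lies below that of the untreated group at that time, and at 24 h the ranges overlap. UV libraries of D1 at 6 h, with 8187499 to 10551063 (median 8856736), and at 24 h, with 7611701 to 9473996 (median 8012959), are in the same series. Reads passed through the authors' fastp, Salmon and tximport steps, and from the estimated counts UV and untreated groups were compared at each time with the same filter, scaling and test as above. Gene length is the annotated start to end, as in the paper, and lengths of genes lower and higher after UV were compared by a two-sided permutation test of ranks (Mann-Whitney). That test takes genes as its units, so its p does not measure the spread between libraries. On D1, the glutathione transferase gene gst-24 (log2 change 3.87, standard error 0.16 at 6 h and 2.10 at 24 h) and the transporter gene pgp-8 (log2 change 4.03, standard error 0.069), both of detoxification, were higher after UV. The nucleotide salvage gene hprt-1 was lower at 6 h (log2 change -6.18, standard error 0.44), and the repair genes csb-1 (log2 change 1.08, standard error 0.082) and rad-50, for double-strand breaks (log2 change 0.72, standard error 0.054), were higher. At 6 h 3744 of 13463 genes differed, 1941 higher and 1803 lower, and at 24 h 1530 of 13113. Of 20 neuron genes at 6 h, 15 were lower and none was higher (17 and none when adjusted over the list alone, camera adjusted p = 7.9e-08, adjusted p = 0.522 with an estimated correlation). 15 of 25 ribosome biogenesis genes at 6 h were higher and 1 was lower (16 and 1 when adjusted over the list alone, camera adjusted p = 1.8e-05, adjusted p = 0.354 with an estimated correlation). Among the 31 beta-oxidation genes at 6 h, 16 were lower and none was higher (19 and none when adjusted over the list alone, camera adjusted p = 1.8e-05, adjusted p = 0.296 with an estimated correlation). Of 43 histone genes at 24 h, 28 were lower and none was higher (36 and 1 when adjusted over the list alone, camera adjusted p = 3.9e-16, adjusted p = 0.212 with an estimated correlation). Genes lower at 6 h on D1 had a median length of 3533 bp and those higher 2552 bp (ratio 1.38, permutation p = 1.0e-05, the smallest the permutations can give), a test added after the data were seen. With the longest annotated transcript in place of start to end the ratio was 1.02 (p = 0.18 by the same permutation), and among genes with an absolute log2 of at least 1 it was 1.01 (p = 0.64, permutation). Within quintiles of expression the ratio was 1.54, for genes called by DESeq2 1.49, and with each library left out 1.23 to 1.57. The count at 24 h was 970 without untreated replicate 1, 960 and 930 without UV replicate 1 and 2, and 1010 with DESeq2, and at an adjusted p under 0.01 the counts were 2196 at 6 h and 688 at 24 h.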

We assessed the gene expression changes in D1‐UV‐treated animals at D4 and upon dauer exit on Day 4 (Figure 6, Figure S5A). 

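In UV-treated D4 dauers the collagen gene col-43 was higher (log2 change 7.95, standard error 0.35, 1.13 ± 0.851 against 242 ± 75.9 CPM), as was col-158 (log2 change 6.50, standard error 0.27), while col-178 went from 25.4 ± 12.8 CPM to no count. Of 87 collagen genes, 52 were higher and 11 were lower (54 and 12 when adjusted over the list alone, camera adjusted p = 8.4e-08, adjusted p = 0.197 with an estimated correlation). The yolk genes vit-5 and vit-6 were at least 305-fold and 173-fold lower, with no count after UV, in a family with a summed level of 1.61 ± 2.79 CPM after UV beside the untreated sum given above. Untreated replicate 3 had the most of both (261, 206 and 746 CPM of vit-5 and 145, 100.2 and 444 of vit-6 in replicates 1, 2 and 3). Without it the bounds were 176-fold and 92.3-fold. The repair gene xpc-1 was lower (log2 change -0.55, standard error 0.12, adjusted p = 0.00321 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), while csb-1 (log2 change 0.27, standard error 0.20), xpa-1 (log2 change 0.072, standard error 0.23) and daf-2 (log2 change -0.047, standard error 0.073) were not called. Replication factor gene rfc-1 (log2 change -0.92, standard error 0.13), mismatch repair gene msh-6 (log2 change -0.88, standard error 0.10) and the germ granule gene glh-1 (log2 change -0.91, standard error 0.095) were lower, and the antioxidant gene sod-1 (log2 change 1.61, standard error 0.078) and the gluconeogenesis gene pck-1 (log2 change 1.85, standard error 0.12) were higher. In all 3707 of 11420 genes differed, 2066 higher and 1641 lower. Of 36 DNA replication genes, 24 were lower and none was higher (29 and none when adjusted over the list alone, camera adjusted p = 2.3e-08, adjusted p = 0.0814 with an estimated correlation). Among the 22 germline genes, 16 were lower and none was higher (17 and none when adjusted over the list alone, camera adjusted p = 3.3e-07, adjusted p = 0.0814 with an estimated correlation). 76 of 79 cytosolic ribosomal genes were lower and none was higher (78 and none when adjusted over the list alone, camera adjusted p = 3.2e-12, adjusted p = 0.259 with an estimated correlation). Of 28 beta-oxidation genes, 22 were higher and 1 was lower (24 and 2 when adjusted over the list alone, camera adjusted p = 2.5e-08, adjusted p = 0.0814 with an estimated correlation). Among the 13 genes known from the dauer state, 11 were higher and 2 were lower (11 and 2 when adjusted over the list alone, camera adjusted p = 2.9e-05, adjusted p = 0.0814 with an estimated correlation). At an adjusted p under 0.01 2352 genes differed.

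Long and short genes were found in either direction. Among the genes above, rfc-1 spans 3313 bp and pole-1, lower too (log2 change -0.72, standard error 0.11), 8302 bp, while fat-6, higher after UV (log2 change 1.94, standard error 0.10), spans 1996 bp and the short ribosomal gene rpl-5, lower (log2 change -0.69, standard error 0.069), 1174 bp. The genes lower after UV had a median length of 2687 bp, those higher 2656 bp and those not called 2760 bp (ratio of lower to higher 1.01, two-sided permutation p = 0.54). Genes longer than 10000 bp made up 9.63% of the lower, 6.54% of the higher and 8.58% of the other genes. The ratio passed the threshold without untreated replicate 1 (1.15), 2 (1.2) or 3 (1.236) and with the longest annotated transcript (1.09), and in the other direction among genes with an absolute log2 of at least 1 (0.811). In settings added after these values were seen it was 1.13 without a filter, 1.09 with edgeR's own filter, 1.14 with all 54 libraries in 1 fit, and 1.12 to 1.14 for genes called by DESeq2 without a filter or with more libraries.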

In the dauers the downregulated genes in the UV‐treated samples relative to the untreated samples are longer than the upregulated genes, indicative of DNA damage‐induced GLTD even 4 days after UV treatment (Figure 6, Figure S5A). 

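At 6 h after exit the metallothionein gene mtl-1, which binds metals, was higher after UV (log2 change 0.72, standard error 0.071, 328 ± 6.93 against 531 ± 36.3 CPM), with the selenium-binding gene semo-1 (log2 change 1.32, standard error 0.095) and the molting gene mlt-11 (log2 change 1.15, standard error 0.18). The antimicrobial peptide gene cnc-6 (log2 change -1.55, standard error 0.14) and the C-type lectin gene clec-42 (log2 change -1.26, standard error 0.18), both of defence, were lower. At 24 h col-43 was still higher (log2 change 4.58, standard error 0.20, adjusted p = 8.9e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), as were the linker histone gene his-24 (log2 change 0.69, standard error 0.10) and acs-2, which feeds beta-oxidation (log2 change 0.59, standard error 0.078). At 6 h 150 of 10896 genes differed (102 higher, 48 lower) and at 24 h 16 of 11936 (15 higher, 1 lower). Of 13 genes known from the dauer state at 6 h, 2 were higher and none was lower (7 and none when adjusted over the list alone, camera adjusted p = 6.8e-05, adjusted p = 0.356 with an estimated correlation). Among the 13 genes known from the dauer state at 24 h, 2 were higher and none was lower (6 and none when adjusted over the list alone, camera adjusted p = 1.3e-04, adjusted p = 0.301 with an estimated correlation). 3 of 79 cytosolic ribosomal genes at 6 h were lower and none was higher (7 and none when adjusted over the list alone, camera adjusted p = 8.9e-06, adjusted p = 0.571 with an estimated correlation). Compared with 0 h, the UV effect at 6 h was higher for DNA replication genes (median difference in log2 0.55, camera adjusted p = 2.6e-08, and adjusted p = 0.00833 with an estimated correlation) and germline genes (median difference in log2 0.80, camera adjusted p = 4.2e-07, and adjusted p = 0.0389 with an estimated correlation), and lower for fatty acid synthesis genes (median difference in log2 -1.13, camera adjusted p = 2.4e-13, and adjusted p = 0.00833 with an estimated correlation). Vitellogenin genes (median difference in log2 5.60) and 3 sperm protein genes (2.09) also went up. Each had an adjusted p of 0.230 in camera with an estimated correlation. RNA of later stages in the untreated 0 h libraries may thus be part of these differences. The count at 6 h was 48, 64 and 61 without untreated replicate 1, 2 and 3, 96, 45 and 312 without UV replicate 1, 2 and 3, 353 without a filter and 316 with all 54 libraries in 1 fit and 41 at an adjusted p under 0.01, and mlt-11 was not called without untreated replicate 1 (adjusted p = 0.0714 from edgeR) or UV replicate 2 (0.0541). The count at 24 h was 27, 8 and 9 without untreated replicate 1, 2 and 3, 6 and 7 without UV replicate 1 and 3, 66 without a filter, 32 with DESeq2, 37 with all 54 libraries in 1 fit and 8 at an adjusted p under 0.01. Without untreated replicate 2, acs-2 (adjusted p = 0.0523 from edgeR) and his-24 (0.0535) lost their calls at 24 h, acs-2 also without UV replicate 1 (0.0748) and with all 54 libraries in 1 fit (0.268), and his-24 without untreated replicate 3 (0.11) and UV replicate 2 (0.0581) or 3 (0.0505). From the lengths at 0 h the paper proposes that gene length-dependent transcriptional decline lasts for 4 days after UV.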

During dauer recovery (6 h, 24 h), the transcriptomic differences between UV‐irradiated and control samples largely normalize (Figure S5B). 

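The genes left at 24 h were few. The fatty acid gene acs-2 spans 2504 bp and the kinase gene scd-1, also higher (log2 change 0.51, standard error 0.085), 21903 bp, while the 1 gene lower was T07C4.12, chosen after its values were seen, whose UV group lies under the count floor. At 6 h the genes lower after UV had a median length of 2246 bp and those higher 2516 bp (ratio 0.893, two-sided permutation p = 0.20). At 24 h the lengths were 1185 bp for the 1 lower gene and 3340 bp for the 15 higher ones (ratio 0.355, exact two-sided permutation p = 0.38). In settings added after the lengths were seen, the 6 h ratio was 0.796 without a filter (permutation p = 0.021) and 0.773 with all 54 libraries in 1 fit (permutation p = 0.0060), and the 24 h ratio 0.623 for genes called by DESeq2 on all 54 libraries (permutation p = 0.016). The ratios also turned, in no case past the threshold. At 6 h they were 1.19 without untreated replicate 1, 1.31 without UV replicate 1 and 1.06 with an absolute log2 of at least 1. At 24 h they were 2.27 without UV replicate 1 and 1.39 with DESeq2 on the 18 D4 libraries. The call of scd-1 was lost without untreated replicate 2 (adjusted p = 0.205 from edgeR) or 3 (0.217) and without UV replicate 1 (0.163) or 2 (0.124). The UV effect differed between 0, 6 and 24 h for 2919 of 12780 genes in edgeR's quasi-likelihood test. It was 1779 at an adjusted p under 0.01, 1340 without replicate 1, 1760 without replicate 2, and 88 without the 0 h libraries, a setting chosen after the count was seen. The paper proposes that transcription-coupled repair restored transcription.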

Only a few genes remain differentially expressed, and those did not show any length differences between up‐ and down‐regulated genes, indicating that transcription‐coupled repair efficiently restored transcription output and successfully ameliorated the GLTD.

**FIGURE 6:**
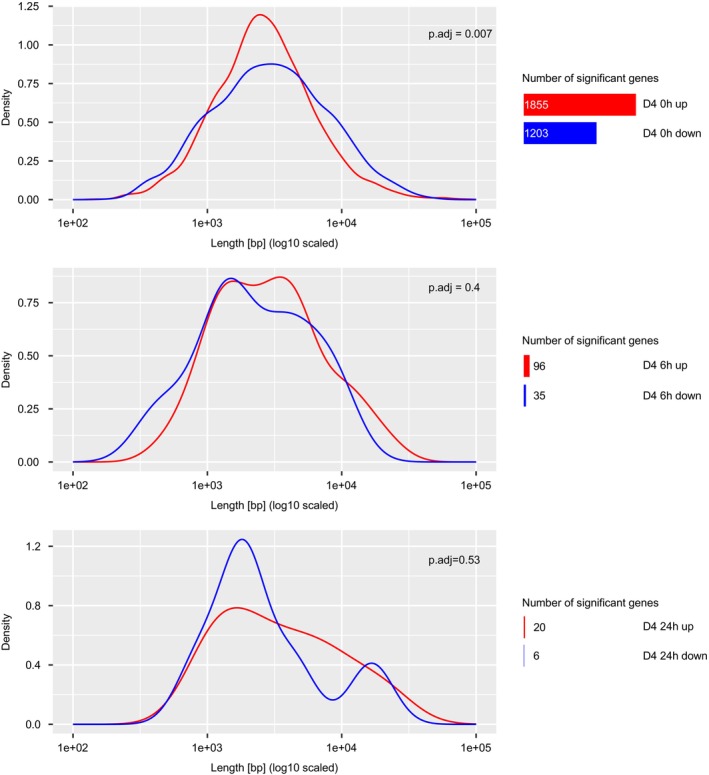
Recovery of DNA damage‐induced transcription stress during Dauer exit. Density plots of gene lengths of genes differentially up‐ or down‐regulated in UV‐treated samples of dauer exit on D4 relative to untreated samples of dauer exit on D4. Mann–Whitney *U* test was used to identify statistically significant differences in gene lengths between the groups. The number of genes that are differentially up‐ or down‐regulated in UV‐treated samples of dauer exit on D4 relative to untreated samples of dauer exit on D4 is written to the right and corresponds to the size of the bar.

Overall, these results underscore the remarkable ability of dauer larvae to withstand and recover from genotoxic stress, highlighting the importance of NER, particularly TC‐NER, in facilitating successful dauer exit. Additionally, the observed recovery from UV‐induced GLTD suggests that the dauer exit process triggers the removal of transcription‐blocking lesions and restores transcriptional integrity, enabling efficient reactivation of biological processes upon exit. Taken together, our data reveal a robust interplay between genome maintenance, stress resistance, and transcriptional reactivation during dauer diapause and recovery.

## 3 Discussion

The understanding of the underlying mechanisms of naturally occurring slowed aging and rejuvenation could reveal effective paradigms for preserving and regaining the functional integrity of the aging organism. The *C. elegans* diapause is a particularly striking example of lifespan plasticity given that despite a chronological age that can be multiple times longer than a normal lifespan (Fielenbach and Antebi 2008) it recovers to pursue an unchanged adult lifespan with full reproductive capacity. The somatic cells of the dauer are already entirely postmitotic, thus necessitating the preservation of their functional integrity during the diapause stage and rejuvenation without cell renewal upon exit. Here, we employed the *C. elegans* dauer diapause and dauer exit as models for exploring physiological mechanisms of age deceleration and rejuvenation.

We ascertained that in *daf‐2* mutants, dauer diapause has no negative consequences on postdauer lifespan, brood size, and development. We produced a bulk RNA‐seq dataset that includes multiple timepoints during the diapause and recovery to characterize their transcriptomic patterns. Using the BiT Age transcriptomic clock, we demonstrate that predicted biological age increases during dauer arrest and decreases upon exit induction. While BiT Age was originally trained on adult transcriptomes, we applied it here to dauer larvae and dauer exit samples to assess relative transcriptomic changes along a common aging trajectory. Importantly, our interpretation of biological age in these larval stages is comparative rather than absolute. The consistent increase in predicted age with dauer duration suggests that BiT Age captures relevant age‐associated transcriptional signatures even in early life stages. The rate of aging changes from 0.8 units of biological time for one unit of chronological time in the first 3 days to 0.1 from D4 to D30, suggesting an aging plateau is reached during the first days of the diapause arrest. Upon dauer exit, the biological age is significantly lowered as recovered dauers show the same lifespan and fecundity as chronologically younger animals that instead underwent a normal larval development. This was reflected by a reversal of the predicted biological age. While this reversal was most pronounced 24 h after 4 days of diapause, more extensive diapause periods result in slower resetting of the predicted age, with negligible changes during the first 6 h post exit induction. This appears to be linked to a general increase in dauer exit time the longer the dauer diapause lasted. This rejuvenation‐like biological age‐reversal was independently supported by a conceptually distinct stochastic data‐based aging clock which models the accumulation of random transcriptional variation over time. Despite its independence from specific regulatory programs or adult training data, this clock similarly revealed a reduction in biological age upon dauer exit, reinforcing the robustness of the observed molecular rejuvenation.

The *C. elegans* dauer exit model for rejuvenation does not lead to either a reentry of post‐mitotic cells into the cell cycle or a loss of cell identity in contrast to Yamanaka reprogramming as a rejuvenation method. Similar to the reversal of the epigenetic clock during reprogramming of somatic cells into induced pluripotent stem cells (iPSCs) (Horvath 2013), dauer exit reverts the biological age as determined by BiT Age and the stochastic data‐based clock. The longer the dauer diapause lasted, the longer the resetting of the predicted biological age took, indicating a divergence between the processes needed for developmental recovery and those determining biological aging. Eventually, however, the animals are completely rejuvenated as they are set for a normal adult lifespan regardless of the time spent in dauer.

The investigation of enriched biological pathways on a transcriptional level affected by dauer duration and exit can elucidate which mechanisms may be implicated in the reversal of aging during dauer exit and lifespan plasticity during dauer diapause. Specifically, our data indicate that autophagy, the proteasome, and metabolic processes are most prominently regulated during dauer. Autophagy, which was upregulated during dauer aging, plays a crucial role in maintaining regenerative capacity as demonstrated in hematopoietic stem cells in mammals (Ho et al. 2017). Autophagy is also induced by dietary restriction and dietary‐restriction mimicking drugs, and during OSKM reprogramming (Jia and Levine 2007; Rubinsztein et al. 2011; Ma et al. 2015). The proteasome is required for the maintenance of proteostasis (Saez and Vilchez 2014). Hence, the upregulation of proteasomal activity during dauer aging, paired with a general downregulation of multiple metabolic pathways, could prevent the accumulation and aggregation of damaged proteins and other biomolecules. The general downregulation of metabolic pathways during dauer is very consistent with the lifespan extension triggered by lowered metabolic activity, such as upon dietary restriction. Dysfunctional alternative splicing has recently been associated with aging, as age‐related changes in splicing factor levels are detected in mice, rats, and humans (Jia and Levine 2007; Angarola and Anczuków 2021; Bhadra et al. 2020). Moreover, in *C. elegans* some splicing factors are connected to longevity through mTOR and AMPK pathways (Angarola and Anczuków 2021). In contrast to previous findings, we did not detect a significant induction of detoxification processes in the dauer state (McElwee et al. 2004; Jones et al. 2010).

The general upregulation of metabolic activity upon dauer exit suggests a recovery of the dampened metabolic processes during dauer entry and diapause itself. Additionally, the accumulation of aging phenotypes may not proceed in a purely linear manner which is also suggested by the BiT Age results. Different hallmarks of aging have to be ameliorated during dauer exit potentially requiring the activity of different pathways.

Dauers exhibit resilience to UV‐induced damage and are proficient in repairing UV‐induced DNA lesions during the arrest (Johnson and Hartman 1988). Transcription‐blocking lesions, which can be experimentally most effectively induced by UV irradiation, play a particularly important role in organismal aging. The accumulation of transcription‐blocking lesions was recently shown to lead to transcription stress that results in the age‐related GLTD (Stoeger et al. 2022; Gyenis et al. 2023). In accordance with previously published results on the effect of genotoxic insults on gene‐length‐dependent gene expression (Ibañez‐Solé et al. 2023), we observed that in dauer samples longer genes are down‐regulated after UV exposure. During dauer recovery, the animals efficiently recovered the overall gene expression programs including the GLTD during the course of their rejuvenation process. This suggests that during dauer exit DNA repair capacities are highly effective in restoring transcription integrity. We also observed a coordinated upregulation of multiple DNA repair pathways during the early phase of dauer aging, particularly on Day 4, including components of nucleotide excision repair, base excision repair, homologous recombination, mismatch repair, and the Fanconi anemia pathway. This broad transcriptional induction suggests that dauer larvae may become transcriptionally primed for enhanced genome maintenance during the mid‐arrest phase. Such upregulation of DNA repair machinery could underlie their remarkable resilience to genotoxic stress and may contribute to the efficient recovery of transcriptional fidelity during dauer exit.

Altogether, we suggest a set of biological processes that slow aging during diapause and rejuvenate the organism, thus providing a model of naturally occurring longevity and rejuvenation, as reflected by functional assay and postdauer fitness, the BiT Age and stochastic clock predictions, transcriptomic patterns in and during recovery from dauer, and recovery from transcription‐blocking DNA damage.

## 4 Methods

### 4.1 Strain Maintenance

Worms were kept in nematode growth medium (NGM) and fed with the *Escherichia coli* strain OP50. All strains were maintained at 15°C rather than the standard temperature of 20°C in order to avoid dauer formation in daf‐c strains. For dauer induction and maintenance, worms were kept at 25°C until dauer exit. The N2 Bristol strain was used as wild type (WT). The following strains were also used in this study:

**Table:** 

CB1370	*daf‐2(e1370)* III
BJS10	*xpa‐1(ok698)* I; *daf‐2(e1370)* III
BJS23	*daf‐2(e1370)* III; *csb‐1(ok2335)* X
BJS29	*daf‐2(e1370)* III; *xpc‐1(tm3886)* IV

### 4.2 Dauer Induction and Exit

Dauer entry was inducted by incubating bleach‐synchronized L1 worms at 25°C on plates containing OP50. The animals entered dauer via the alternative L2d developmental pathway. We considered Day 1 dauers as worms incubated at 25°C for 72 h, as they displayed dauer‐specific anatomical characteristics, such as constricted pharynx and dauer alae, and resisted treatment with 1% sodium dodecyl sulfate (SDS) for 10 min. To induce exit from dauer, worms were washed off plates with 1× M9 buffer, transferred to plates freshly seeded with OP50, and incubated at 15°C.

### 4.3 Bulky Lesion‐Induction via UV Exposure

For UVB broadband radiation treatment of worms, a Waldmann UV236B device equipped with a Philips UV6 bulb (230 V, 50 Hz) was used. Lamp irradiance was measured prior to every irradiation using a UVX digital radiometer and a UVX‐31 probe from UVP. Dosages used are specified in figure legends.

### 4.4 Developmental Resumption Assay

Dauer exit was induced as described previously, and developmental stages were assessed every 24 h using a Zeiss Axio Imager Z1 microscope. Each plate analyzed contained about 150–200 worms.

### 4.5 Brood Size Assay

Worms at the L4 stage were picked to plates seeded with OP50 and transferred to fresh plates every day until they ceased laying eggs. The number of viable progeny was assessed 48 h after the parental worms were transferred to a fresh plate. For each plate analyzed, 15–20 L4 worms were initially picked. Worms that crawled off the plate before ceasing egg laying, or displayed internal hatching or ruptured vulva were excluded from analysis.

### 4.6 Lifespan Assay

Worms at the L4 stage were picked to plates seeded with OP50 and transferred to fresh plates every 48 h until they ceased laying eggs. All lifespan assays performed in this study were done at 15°C. Scoring for alive worms was done every 24 h during the initial 40 days and every 48 h afterwards. Worms failing to show a response to mechanical stimulation with a platinum wire or pharyngeal pumping were logged as dead. Worms that crawled off the plate before the end of the assay, or that displayed internal hatching or ruptured vulva were excluded from the analysis. For each replicate, 50–60 worms were initially picked for each condition.

### 4.7 CPD Repair Assay via Slot Blot

Dauer populations were obtained by inducing dauer entry as described previously. Non‐dauer groups were synchronized at the L3 stage about 72 h after bleach‐synchronized L1 populations were plated in plates seeded with OP50 and incubated at 15°C. Samples were recovered from plates using 1× M9 buffer and washed three times immediately after UV irradiation or after 24 h or 72 h. After washing, samples were quick‐frozen using liquid nitrogen and stored at −80°C until DNA extraction was performed with the Gentra Puregene Tissue Kit (Qiagen), according to the provided instructions. DNA concentration was measured with a Qubit device.

For each sample, 0.1 μg of DNA was used, with DNA hydration solution being added accordingly in order for all samples to have the final volume of 100 μL. Dilutions (1:2, 1:4, and 1:8) were prepared and DNA was denatured for 5 min at 95°C using a S1000 Thermal Cycler PCR machine (Bio‐Rad). Samples were transferred to a Hybond nylon membrane (Amersham) using a Whatman 48‐well slot blotting device (300 mbar vacuum). The membrane was incubated for 2 h at 80°C for DNA cross‐linking. The membrane was blocked in a 3% milk/TBS‐T solution for 1 h at room temperature. Incubation with primary antibody (anti‐CPD mouse anti‐human from Cosmo Bio, 1:10000 in TBS‐T) was done overnight at 4°C. The membrane was washed three times with TBS‐T and blocked again in a 3% milk/TBS‐T solution for 1 h at room temperature. The membrane was washed three times with TBS‐T before being incubated with secondary antibody (peroxidase‐conjugated AffiniPure goat anti‐mouse, Jackson ImmunoResearch Laboratories Inc., 1:10000 in TBS‐T) for 1 h at room temperature. The membrane was washed three times with TBS‐T and revealed in a dark room using Pierce ECL Plus Western Blotting Substrate (Thermo Fisher Scientific) and CL‐XPosure Film (13 × 18 cm, Thermo Fisher Scientific). To assess total DNA levels, the membrane was washed five times with TBS‐T and incubated with SYBR Gold solution (Thermo Fisher Scientific, 1:10000 in TBS‐T) overnight at 4°C. The membrane was revealed using a ChemiDoc Imaging System (Bio‐Rad) and the Bio‐Rad ImageLab 5.0 software.

### 4.8 RNA Purification and Sequencing

Each condition contained three biological replicates of 8000 worms, collected in ice‐cold 1× M9 buffer from plates seeded with OP50. The samples were washed three times with 1× M9 buffer, resuspended in Trizol (Invitrogen) and 0.7 mm zirconia beads (Roth), and quick‐frozen in liquid nitrogen at −80°C until RNA extraction was performed. The samples were disrupted using a Precellys24 homogenizer (Bertin) and 1‐Bromo‐3‐chloropane (Sigma‐Aldrich) was added for phase separation. The purification of RNA was performed using the RNeasy Mini Kit (Qiagen) according to the provided instructions. The isolated RNA was eluted in RNase‐free H2O and quantified using a NanoDrop 8000 spectrophotometer (Thermo Fisher Scientific). All steps of quality control and sequencing of RNA were performed at the Cologne Center for Genomics (CCG) using an Illumina Hiseq 4000 device. The sequencing was paired end and produced approximately 15 million reads per sample.

The quality of produced raw sequencing files was assessed using FastQC reports supplied by CCG. The raw files were pre‐processed using fastp (Chen et al. 2018) that performs read filtering, adapter trimming, etc. The read quantification was performed using Salmon (Patro et al. 2017) with –gcBias, ‐l A, and ‐‐validateMappings. The index is based on WBPS15 reference mRNA transcriptome with the corresponding reference genome used as a decoy for the indexed reference with ‐k 31. The data can be retrieved from the Gene Expression Omnibus under GSE288723 via the reviewer token wbwtgmaexnetfot.

### 4.9 Statistical Analysis and Graphs

All statistical methods used, the number of biological replicates, and error bar descriptions are provided in the respective figure legends or graphs. Sample size is indicated in each figure or respective method section. Data and statistical significances were analyzed with the GraphPad Prism 7 software package, unless otherwise specified. Significance levels are *p < 0.05, **p < 0.01, and ***p < 0.001. Worms were always randomly selected from large populations for each experiment performed.

### 4.10 BiT Age Analysis

Biological age prediction was performed using the BiT Age clock as previously described (Lu et al. 2023). Briefly, gene expression data were binarized such that genes with expression levels above the median expression value (after removing zero‐count genes) were set to 1, while all others were set to 0. The BiT Age score for each sample was then calculated by summing the predefined coefficients of the clock genes that were assigned a 1 after binarization, followed by the addition of the BiT Age intercept to obtain the final predicted biological age. The updated BiT Age clock uses 7198 genes selected with Elastic Net Regression based on their association with biological age across multiple datasets. The clock was trained on bulk RNA‐seq datasets from adult *C. elegans* using the reference genome and annotation version WS281, with biological age labels derived from median lifespan‐rescaled chronological age. While the clock was trained exclusively on adult‐stage data, we applied it here to larval samples (dauer and L3) under the assumption that the binarized expression signature of biological age might extrapolate to earlier stages with transcriptional features resembling aging or rejuvenation. We interpret BiT Age predictions in these contexts not as absolute age values, but as a relative transcriptomic aging index. We used the updated BiT Age version 2, which is available at https://github.com/Meyer‐DH/AgingClock.

### 4.11 Stochastic Aging Clock Analysis

The stochastic‐data based clock was used as described previously (Meyer and Schumacher 2024): Each sample was log10‐transformed after the addition of one pseudo‐count. The samples were min‐max normalized to bring each sample within the range [0, 1], and then binarized following the approach described with Bit Age. The normalized counts were then added up for all 1010 stochastic‐data based clock genes. Note that the Stochastic Clock might result in slightly different genes every time a clock is trained.

### 4.12 Gene Expression Analysis

tximport (Soneson 2015) was used together with caenorhabditis_elegans.PRJNA13758.WBPS15.canonical_geneset.gtf to summarize the transcript expressions obtained via salmon on a gene level. We used DESeq2 (Love et al. 2014) to create a generalized linear model (GLM) for each gene, one for dauer aging and the other for dauer exit, with dauer day and exit hour as the continuous design variable, meaning the slope of the model is the log_2_ fold change (LFC) of the gene for one unit change. Implicated pathways were investigated by conducting KEGG enrichment analyses. In order to identify genes whose dauer exit expression dynamic changes with dauer duration, a linear model was constructed for each gene with dauer day and exit hour. For every differential expression analysis, a pre‐filtering step was implemented to retain only genes with counts of at least 10 in at least three samples, which is the smallest group size. For the creation of the PCA, the samples were also variance stabilized via vst. Time series differential expression analysis was carried out with the parameters test = “LRT” (Likelihood ratio test) and a reduced model excluding the respective factor of interest.

For the dauer aging gene clustering, the genes were per‐gene normalized and *k*‐means clustered into four groups, as determined via the elbow criterion, using the kmeans function (Figure S3B) with iter.max = 1000 and nstart = 100.

enrichKEGG (Guangchuang 2017) was used for pathway enrichment with organism = “cel”, keyType = “ncbi‐geneid”, pAdjustMethod = “BH” and pvalueCutoff = 0.05. The wormbase ids of the genes were converted to entrez ids via mapIds with multiVals = “asNA” using org.Ce.eg.db as the AnnotationDb object. The universe was set to all genes in the dataset that passed DESeq2 independent filtering. Only pathways with an adjusted *p* value of at most 0.05 were considered. The analyses were carried out on the 18.03.2025. except for the enrichment analysis of the gene clusters within the dauer state based on all genes. It was conducted on the 02.07.2025.

The pathway enrichments of the first 2 principal components of Figure 2B were conducted based on their gene‐loadings. The genes were mapped from wormbase ids to entrez, and pathway enrichments were calculated via gseKEGG with organism = “cel”, keyType = “ncbi‐geneid” and seed = 123. This analysis was conducted on the 02.07.2025.

The dauer exit signatures were created by selecting genes that are differentially expressed as a function of exit hour on the respective day. Genes with a positive LFC were considered to be upregulated, and genes with a negative LFC were considered to be downregulated.

For the gene length comparison, the start and end positions of the respective genes were retrieved from biomaRt (Durinck 2005).

Differential gene expression in response to UV exposure was assessed using three pairwise comparisons: D4 UV versus D4, D4 UV 6 h versus D4 6 h, and D4 UV 24 h versus D4 24 h. Genes with a false discovery rate (FDR) below 0.05 in at least one comparison were retained for visualization. Log_2_ fold change (logFC) values were used as input for clustering. Genes were grouped into four clusters using k‐means clustering, based on their expression patterns across the dauer aging time course (Days 1, 4, 15, and 30). Columns (comparisons) were hierarchically clustered using the Ward method with Euclidean distance. Heatmaps were generated using the clustermap function from the Seaborn Python library.

### 4.13 Public Data Analysis

Publicly available RNA‐seq datasets corresponding to the L3 larval stage were retrieved from the Gene Expression Omnibus (GEO) under the accession numbers GSE130811, GSE141514, and GSE52861. Samples collected between 19 and 26 h after L1 arrest at 25°C were classified as L3‐stage worms, based on the timing of the L2 molt, which typically occurs between 18 and 20 h post‐hatching. In this context, the 19‐h timepoint was considered as 0 h post‐L2 molt (Porta‐de‐la‐Riva et al. 2012). In addition, wild‐type (N2) dauer exit data were obtained from GSE52861.

## Author Contributions

Khrystyna Totska, Walter Sandt, and David H. Meyer were involved in bioinformatics analysis. João C.V.V. Barata was involved in experimentation and data analysis. Khrystyna Totska, João C.V.V. Barata, Walter Sandt, David H. Meyer, and Björn Schumacher were involved in manuscript writing. Khrystyna Totska and João C.V.V. Barata were involved in experimental design. David H. Meyer and Björn Schumacher were involved in supervision. Björn Schumacher was involved in perceiving study and acquired funding.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Figure S1:** Developmental resumption assay of daf‐2 animals arrested in dauer for 1 or 30 days. At each indicated timepoint after diapause exit induction, the percentage of animals in dauer (gray), L4 (light blue), or young adult (YA, dark blue) stage is shown. One representative experiment is shown.

**Figure S2:** (A) Predicted age for dauer and L3 samples using the stochastic age transcriptomic clock. Each dot represents a single RNA‐seq sample. The x‐axis nomenclature features first the respective day, followed by the number of hours post‐exit after the dot. (B) BiT Age predictions for biological age of the dauer exit time series dataset of Hendriks et al. (2014). (C) Predicted biological age of samples in the L3 stage using the BiT Age transcriptomics clock. The GSE ID of the public dataset is color‐coded.

**Figure S3:** (A) Shown are all significantly enriched KEGG pathways for each of the four gene clusters identified across the dauer aging time course. The *x*‐axis represents the gene clusters (Groups 1–4), while the *y*‐axis lists all enriched pathways. Color‐coded is the adjusted *p* value, the bubble size shows the ratio of differentially expressed genes in a pathway to the total number of genes in the pathway. This figure expands on the subset of pathways presented in Figure 3C. (B) The plot shows the total within‐cluster sum of squares (WCSS) for *k*‐means clustering across different values of *k* (number of clusters) on the *x*‐axis. As the number of clusters increases, the WCSS decreases, indicating improved clustering fit. The “elbow” point suggests the optimal number of clusters. In this case, the elbow occurs at *k* = 4, indicating that a four‐cluster solution provides a good balance between explanatory power and model simplicity.

**Figure S4:** Dauer exit is similar between D1 and D4 UV‐treated dauers. *daf‐2* animals were UV‐ or mock‐treated at day 1 of dauer. Panels (A) to (D) show, respectively, 0, 15, 30 and 45 mJ/cm^2^ conditions. Dauer exit was induced immediately after UV treatment. Average of *n* = 3 independent experiments per dose is shown, error bars represent the standard deviation (SD). Two‐tailed *t*‐test. (*p ≤ 0.05, **p ≤ 0.01).

**Figure S5:** (A) Box plots of gene lengths of genes differentially up‐ or down‐regulated in UV‐treated samples of dauer exit on D4 relative to untreated samples of dauer exit on D4 with *n* being the number of genes in the set. Mann–Whitney *U* test was used to identify statistically significant differences in gene lengths between the groups. (*p < 0.05, **p < 0.01, ***p < 0.001). (B) Heatmap showing the log_2_ fold change (logFC) of genes that are significantly differentially expressed (FDR < 0.05) in at least one of the three comparisons: D4 UV versus D4, D4 UV 6 h versus D4 6h, and D4 UV 24 h versus D4 24h. Rows represent individual genes, and columns represent the pairwise comparisons. Genes were clustered using hierarchical clustering with the Ward method and Euclidean distance. The color scale indicates the direction and magnitude of differential expression (blue: downregulated; red: upregulated).

**Table S1:** Source data and corresponding statistical analyses for the developmental resumption and lifespan assay (Figure 1, Figure S1).

**Table S2:** Source data and corresponding statistical analyses of the BiT Age and stochastic aging clock predictions (Figure 2C, Figure S2).

**Table S3:** Source data for the full KEGG enrichment results for Figure 3A,C, Figure S3A.

**Table S4:** KEGG enrichment results of dauer exit (Figure 4B).

**Table S5:** Source data and corresponding statistical analyses for the developmental resumption assay of DNA repair deficient nematodes, and CPD slot blots (Figure 5).

**Table S6:** Differentially expressed genes and their lengths (Figure 6).

**Table S7:** Source data for the developmental resumption assay after UV irradiation (Figure S4).

## Data Availability

The data that support the findings of this study are openly available in Gene Expression Omnibus at https://www.ncbi.nlm.nih.gov/geo/, reference number GSE288723 for the newly generated data and GSE130811, GSE141514, and GSE52861 for the publicly available reanalyzed data.

How the deposited data were processed for this re-analysis (not part of the article)

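Whole larvae of the daf-2(e1370) strain were sequenced in 54 libraries, 3 for each of 18 conditions. 13 conditions had no UV: dauers of days 1, 4, 15 and 30 at 0, 6 and 24 h after exit induction, and L3 larvae. 5 had UV on dauer day 1: D1 at 6 and 24 h and D4 at 0, 6 and 24 h. The sample labels gave day, hour, UV and replicate for each library, and every library was used in the condition of its label. The authors deposited 1 table of estimated counts per gene, made by trimming reads with fastp, quantifying with Salmon against WBPS15 transcripts with the genome as decoy, and summing to genes with tximport. The deposited estimated counts are not scaled for library size, and the values that carry decimals (8.49% to 64.7% of a library) were rounded to whole numbers before use. The table holds 19909 genes, of which 19897 matched Ensembl WBcel235 release 115 by identifier, 19889 of them protein coding, and 321 had no count in any library. The total of estimated counts per library ranged from 670302 to 12952656 (median 8457220). The 15 UV libraries had a median of 2987217 and the 39 others 8999443. The 10 most abundant genes of a library took at most 11.7% of its counts.

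Analyses ran in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and in Python 3.11.15. Genes with at least 10 counts in at least 3 libraries of a comparison were kept, as in the paper. Libraries were scaled by TMM, and genes were tested with glmQLFit and glmQLFTest of edgeR, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. Dauer aging was the slope on dauer day over the 12 dauer libraries at 0 h, and exit the slope on exit hour over the 9 libraries of each day. UV was compared with no UV at each of 5 times, and D1 dauers with L3 larvae. An interaction test with 3 degrees of freedom compared the exit slopes of the 4 days, and one with 2 degrees of freedom the UV effects at 3 times on D4. The log2 changes and standard errors are those of the fits. Where a group had under 3 counts in all, the fold is a lower bound from a floor of 3 counts. Lists of genes were written by name (36, of which 35 were measured) and tested with camera on log2 CPM (prior count 2, preset correlation 0.01), then with an estimated correlation and with fry. Of the 121 KEGG pathways in the study's Table S3, 118 could be read in full and were tested in the same way. The genes named are daf-2, csb-1, xpc-1 and xpa-1, which the paper names. To these are added, for each comparison, up to 6 genes with the largest rise and 6 with the largest fall among those past the threshold that have a symbol, a mean count of at least 50 and no overlap between the libraries of the extreme groups. For each list described, up to 3 members with the smallest p in the direction of most members and 1 in the other direction are added.

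Principal components were taken from DESeq2's vst values (blind) of the 39 libraries without UV, centred and not scaled. BiT Age was taken from the paper's Table S2, and its correlation with the components was tested by 100000 permutations of libraries, two-sided. These permutations do not allow for the 3 libraries that share a condition. On or off states used the median over genes with counts in each sample. K-means used 4 centres, 100 starts and 1000 iterations on z scores of the 4 group means of vst values, and list membership was tested by a one-sided hypergeometric test. The proteasome level of a library is the mean of z scores of log2 CPM of 33 subunit genes, compared by exact permutation. Gene length is the annotated start to end, and lengths of genes lower and higher after UV were compared by a two-sided Mann-Whitney test with 100000 permutations. The units permuted are genes, so the p does not measure the spread between libraries. The tests were tested on simulated data with 67, 67 and 66 genes changed 1.5, 2 and 4 times. The share recovered at the fold of 2 was 20.9% for the slope over dauer days, 92.5% for exit from D1, 68.7% for exit from D4, 82.1% and 91% for UV on D4 at 0 and 6 h, 68.7% for day with hour and 47.8% for UV with hour. At the fold of 4 these shares were 80.3%, 100%, 90.9%, 100%, 100%, 98.5% and 95.5%, with 4 to 16 false calls among unchanged genes in each.

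Samples, comparisons, lists, the rule for named genes and most alternatives were set before the data were examined. The alternatives were RLE size factors, no filter or edgeR's filterByExpr, DESeq2, the replicate number as a block, all 54 libraries in 1 fit, each library left out in turn and an adjusted p under 0.01. For dauer aging, log2 of the day and leaving out D1 or D30 were added, and for exit, 24 h or 6 h against 0 h alone. Lengths were also taken from the longest annotated transcript, over protein-coding genes, over genes with an absolute log2 of at least 1 and within quintiles of expression. Components, k-means groups, on or off states, overlaps and the proteasome level had alternatives of their own in genes, scale, number of centres and replicates. The BiT Age clock itself, lifespan and DNA damage assays were not analysed here, since no values for them are in the count table. Corrections for GC content were left out because no genome sequence was at hand.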

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

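Of the tests in this part, the length ratio on D1 was chosen after the data were seen, and the others before their results were. The exit slope differed between dauer days for 9615 genes, a difference between groups found by an interaction test in edgeR. 1 of 100 splits of the same libraries, the real one included, called as many, and the highest other called 2306. These splits exchange dauer days within an hour, which also breaks up the difference between days. They therefore cannot test the interaction alone, and no conclusion on chance is drawn. The UV effect on D4 differed between 0, 6 and 24 h for 2919 genes, also a difference between groups by interaction test. 3 of 100 splits called as many, the real one included, and the highest other called 2988. Here UV labels are exchanged within an hour, which also breaks up any UV effect shared by the 3 times. Chance was thus not tested for this interaction either. UV on D1 changed 3744 genes at 6 h and 1530 at 24 h, a signal in libraries the paper did not analyse. In each the real split was 1 of 10, with 0 and 2 genes in the highest other, and 10 splits are too few to exclude chance. The genes lower at 6 h on D1 were longer than those higher (ratio of median lengths 1.38), again in data the paper did not analyse. It was 1.02 with the longest annotated transcript (permutation p = 0.18) and 1.01 with an absolute log2 of at least 1 (p = 0.64). It stayed at 1.54 within quintiles of expression, 1.49 for genes called by DESeq2 and 1.23 to 1.57 with each library left out. Vitellogenin genes, outside those the paper discusses, summed to 1062 ± 819 CPM in untreated D4 dauers at 0 h, 0.259 ± 0.275 on D1 and 15.1 ± 2.63 on D15. The D4 libraries ranged from 507 to 2003 CPM, with the most in replicate 3.

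For the slopes, the real grouping was 1 of 100 splits that called as many genes over dauer days (7868, highest other 4711), and 1 of 100 for exit from D1 (8504, highest other 7884), D4 (5492, 4207), D15 (5565, 4484) and D30 (6115, 5445). The real order thus called more genes than any random exchange of single libraries drawn here. Such exchanges also break up the libraries of a condition, so they do not test a slope apart from any other difference between groups. For D1 dauers against L3 larvae (10141, highest other 0) and UV on D4 at 6 h (150, 0) and 24 h (16, 8), the real split was 1 of 10, which are too few.

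UV changed 3707 genes in D4 dauers at 0 h, where the UV libraries are also the shallower ones. With the untreated libraries thinned to the depth of the UV libraries, 65.0% of these genes were still called in the same direction (median of 5 draws). Thinning at random keeps the expected share of each gene, so it could take calls away by lost power only. The calls that stayed do not need unequal counts, but the thinning does not test what else may go with shallow UV libraries. In the thinned libraries the ratio of median lengths of genes lower and higher was 1.06, from 1.047 to 1.15 over the draws, and the test cannot tell whether depth bears on it. The real split of the 6 libraries was 1 of 10, with 0 genes in the highest other, and these are too few to exclude chance. The biological explanation that the design gives is UV itself, and the depth test leaves it open. Vitellogenin genes summed to 1062 ± 819 CPM in the untreated group and 1.61 ± 2.79 after UV. Sperm protein genes summed to 47.4 ± 24.4 and 1.15 ± 1.21. RNA of later stages in the untreated libraries may thus be part of the difference, and no test here sets it apart from UV.

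DNA replication genes were highest on D4 in dauers. With all 12 dauer libraries thinned to the smallest total, 94.2% of their median log2 difference remained. Thinning at random keeps the expected share of each gene, so this value could hardly have fallen. The thinning does not test what else may go with shallow D4 libraries. The median difference of germline genes was 98.8% of that of DNA replication genes, a value that more germline or germline-like RNA in the D4 libraries would give. Sperm protein genes, made in adult and late larval germ cells, summed to 47.4 ± 24.4 CPM on D4 and 4.58 ± 3.18 on D1, and after UV on D4 to 1.15 ± 1.21, so RNA of later stages may be part of the peak. One hypothesis is a germline that grows in dauers of that day, which no test here measures and counts of germ cells would show, while the paper proposes a passing rise in DNA repair capacity. These libraries set neither apart from animals of another stage.

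The D4 libraries also stand apart in depth, with a median total of 2707599 estimated counts beside 9337012 in the others. The contrast of D4 with the mean of D1 and D15 had a correlation across genes of 0.495 between 0 and 6 h and of -0.113 between 0 and 24 h. A batch that shifts all D4 libraries alike would give the same contrast at all 3 times only if exit ran alike on each day. It did not, since the exit slope differed between dauer days for 9615 genes. The value of -0.113 at 24 h therefore does not decide on such a batch. A state of D4 dauers would give the contrast at 0 h and could last to 6 h, so the value at 6 h goes with either. The test cannot tell whether a batch has a part at all times or touches some times only, and neither the labels nor the paper gives a batch.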

How the results depend on the processing

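Leaving out D4 or the 0 h libraries, 24 h against 6 h alone, camera on the loadings, contrasts between days, the length settings on filters, pooled fits and DESeq2 without a filter or with more libraries, and all length results on D1 were chosen after the data were seen. Under the alternatives, 162 of 194 gene counts stayed within 1.5 times the value reported, as did 107 of 128 list counts, 44 of 54 counts of on or off states and 20 of 26 k-means group sizes, with groups highest on the same day counted together. The correlation of PC1 with BiT Age stayed past the threshold in all 10 settings, 47 of 48 values on the components stayed within 1.5 times. 54 of 79 length ratios stayed on their side of the threshold (or within 1.5 times where quintiles gave no p). Of these 7 turned in direction, and those on D4 at 24 h with 1 gene lower had no way to pass the threshold. Of 2682 settings of 154 results for named genes, 2613 kept direction and side, 49 lost their call and 1 gained one. 18 turned with no call in either, and the 1 with a call that turned was csb-1 in exit from D4, at 0.085 with 6 h against 0 h alone. The shallowest library is one of D4 with UV. Corrections for GC content were not run, neither the partial correlation of the length trend given GC content nor the one with the replicate block and GC content together, because no genome sequence was at hand. Length ratios on D4 at 24 h have no value without untreated replicate 1 or 3 or UV replicate 3, where no gene was lower.

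Gene counts moved as follows, and apart from the stricter threshold and fewer libraries the cause was not tested. At an adjusted p under 0.01 they were 3617 for exit from D4, 2352, 41 and 8 for UV on D4 at 0, 6 and 24 h, 2196 and 688 for UV on D1 at 6 and 24 h, and 1779 for UV with hour. With all 54 libraries in 1 fit they were 8577 for exit from D4 and 316 and 37 for UV on D4 at 6 and 24 h. Without a filter the last 2 were 353 and 66, with DESeq2 UV gave 32 on D4 at 24 h and 1010 on D1 at 24 h, with 6 h against 0 h alone exit from D30 gave 3543, and without the 0 h libraries UV with hour gave 88. With each library left out in turn, UV on D4 gave 45 to 312 at 6 h and 6 to 27 at 24 h, UV on D1 at 24 h 930 to 1286, and UV with hour 1340 to 2094 with each replicate left out.

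List counts fell with an estimated correlation in camera, to 2 for dauer aging, 1 for exit from D1, 1 for exit from D4 and 0 for exit from D15 and D30, UV on D4 and D1 at each time and D1 against L3. With fry they were 32, 25 and 23 for exit from D1, D15 and D30, 3 and 1 for UV on D4 at 6 and 24 h and 15 for UV on D1 at 6 h. With each library left out, UV on D4 gave 6 to 11 lists at 6 h and 2 to 9 at 24 h. Without UV replicate 3 at 6 h, 5 of the 11 lists called were kept. For UV on D1 at 24 h without untreated replicate 2, 11 of 13 were, with the collagen list turned and no longer called. Over all genes tested on both days the share that moved in the same direction was 0.572 for D1 and D4, 0.628 for D1 and D15, 0.587 for D1 and D30, 0.655 for D4 and D15, 0.605 for D4 and D30 and 0.767 for D15 and D30, since genes with no change are added, and at an adjusted p under 0.01 it was 0.842 for D4 and D30.

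With the state of 2 of 3 replicates, which asks for less, on or off states that changed were 1834 between D1 and D4, 1378 between D4 and D15, 1262 between D15 and D30 and 1846 between D4 and D30. From 0 to 24 h they were 1498, 1948, 1217 and 1002 on D1, D4, D15 and D30, between D15 and D30 at 24 h 1201, and between D4 at 24 h and L3 1523. Where k-means gave 2 groups highest on D30 they were counted together, at 6386 genes on log2 CPM (4388 and 1998) and 6108 to 6204 with each replicate left out, so these sums are not sizes of 1 group. The group falling after D1 held 2651 among genes past the slope test, and the group highest on D15 1481 with 5 centres. The cause was not tested. The proteasome level with KEGG members was 1.92 for D30 minus D1, and 1.29, 0.0102 and -1.43 for 24 h minus 0 h on D1, D4 and D30. With RLE size factors it was -1.94 for 24 h minus 0 h on D30 and -1.17 for D30 minus D1 at 24 h, on mean log2 CPM the D4 change turned to -0.151, and with each replicate left out D1 gave 1.31 to 1.46 and D30 minus D15 at 24 h 0.454 to 0.839. The cause was not tested.

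Length ratios on D4 at 0 h were 1.09 with the longest transcript, 0.811 with an absolute log2 of at least 1 (reversed), 0.918 within quintiles of expression, 1.13 without a filter, 1.09 with filterByExpr, 1.14 with all 54 libraries in 1 fit, 1.13 with DESeq2 without a filter, 1.14 with DESeq2 on the 18 D4 libraries, 1.12 with DESeq2 on all 54 and 0.962 to 1.236 with each library left out, and the cause was not tested. At 6 h on D4 they were 0.796 without a filter, 0.773 with all 54 libraries in 1 fit, 0.762 with DESeq2 on the 18 D4 libraries and 0.804 with DESeq2 on all 54, which at 24 h gave 0.623. On D1 the longest transcript gave 1.02 and an absolute log2 of at least 1 1.01 at 6 h, and at 24 h the absolute log2 gave 1.48 (reversed), quintiles 1.02 (reversed) and each library left out 0.752 to 0.952. The length trend on D4 at 0 h, a Spearman correlation, was 0.0111 with the longest transcript. The replicate numbers are shared between conditions, and with the replicate block the gene counts moved by under 1.5 times (7158 over dauer days, 3467 and 23 for UV on D4 at 0 and 24 h), the D1 length ratio at 24 h was 0.933, no longer past the threshold, that on D4 at 0 h turned to 0.987 with no call, daf-2 in exit from D15 was not called, and no other call of a named gene or length ratio changed. Of 54 libraries 16 correlate best with their own number in the other conditions, a hint from the data, and not the design, that the numbers do not pair the libraries.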

Differences from the paper's values

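The settings called added below and the tests on the loadings of PC1 were chosen after the values were seen, and all others were set before the data were examined. The adjusted p of the difference in length between genes lower and higher after UV on D4 at 0 h is about 0.007 in the paper (Fig. 6, read by eye) and 0.544 here, from a Mann-Whitney test with Benjamini-Hochberg adjustment over 3 times. Alternatives that pass the threshold, as the paper's value does, are the longest annotated transcript (3.3e-04), an absolute log2 of at least 1 (2.0e-05, with the genes lower the shorter ones) and leaving out D4 0 h replicate 1, 2 or 3 (2.7e-04, 1.3e-06 and 3.6e-07). Those that still differ from it are protein-coding genes only (0.544), genes called by DESeq2 (0.449), RLE size factors (0.648), the replicate block (0.685) and leaving out D4 0 h UV replicate 1, 2 or 3 (0.423, 0.278 and 0.754). With an untreated library left out, untreated libraries alone can no longer meet the filter, so the genes tested differ as well. Of the added settings, chosen after seeing the values, these reach a difference past the threshold, each given with the paper's genes it does not call among the 1998 that can be read in its Table S6: no filter (ratio 1.13, 85 genes), filterByExpr (1.09, 48), all 54 libraries in 1 fit (1.14, 67), DESeq2 without a filter (1.13, 154), DESeq2 on the 18 D4 libraries (1.14, 88) and DESeq2 on all 54 (1.12, 37).

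Genes lower after UV on D4 at 24 h number about 6 in the paper (Fig. 6, read by eye) and 1 here at the same threshold of 0.05. The alternatives DESeq2 (7) and all 54 libraries in 1 fit (6) do not differ from the paper's count. An adjusted p under 0.01 (0), RLE size factors (1), no filter (12), filterByExpr (1), the replicate block (3) and leaving out D4 24 h replicate 1, 2 or 3 (0, 1 and 0) or UV replicate 1, 2 or 3 (1, 3 and 0) do.

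Other statements differ in direction or rank. The paper puts the lowest proteasome level 24 h after exit in D30 larvae, and here it was lowest in D15 larvae, at -0.993 ± 0.228, with D30 at -0.287 ± 0.221. The paper plots scaled values of single genes with linear fits over exit hours. Here the level is a mean of z scores of subunit genes per library, so measure and gene set may differ. For Group 1 the paper lists glutathione and carbon metabolism, and here neither was enriched (adjusted p = 0.474 for the written list, 0.122 for KEGG Glutathione metabolism and 0.0762 for KEGG Carbon metabolism, hypergeometric tests with Benjamini-Hochberg adjustment), while fatty acid metabolism was (adjusted p = 0.0284). The paper used enrichKEGG on its own groups. Here the groups were recomputed and tested against all clustered genes, so the p-values are not directly comparable. The paper places ribosome biogenesis on the positive side of PC1, and here the written list was not called (adjusted p = 0.0664 by camera on the loadings), while the KEGG pathway was called on that side (adjusted p = 0.0254), with a median loading of -0.000108. For dauer aging the paper gives 24 pathways down and 5 up by enrichment among called genes, and here camera, another test, called 10 down and 9 up. The paper reports longevity-associated genes among those that fall in exit from D1 and D15, and here camera called it on D15 (adjusted p = 0.0372, adjusted p = 0.319 with an estimated correlation) and not on D1 (adjusted p = 0.945).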

Other observations

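In this part, the tests on the axis from D1 to D15 and all length tests on D1 were chosen after the data were seen. At 24 h of exit from D1, the fibrillin-like gene fbn-1, which anchors the epidermis to the cuticle, was lower after UV (log2 change -1.41, standard error 0.13), as were hrg-7, which acts in heme signalling between tissues (log2 change -1.38, standard error 0.13), and ifc-1, a filament gene of the gut (log2 change -1.32, standard error 0.10). The secreted-protein gene daf-42, needed to form dauers (log2 change 1.88, standard error 0.13), the lysozyme gene ilys-2, which digests bacteria (log2 change 1.72, standard error 0.12), and the transporter gene pgp-7 (log2 change 1.33, standard error 0.12) were higher, and the repair gene csb-1 too (log2 change 0.47, standard error 0.11, adjusted p = 0.0144 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). That call was lost with DESeq2 (adjusted p = 0.0668), without untreated replicate 1 (adjusted p = 0.0561) and without UV replicate 2 (adjusted p = 0.0502). Of 93 neuropeptide genes at 24 h, 22 were lower and none was higher (25 and none when adjusted over the list alone, camera adjusted p = 2.4e-08, adjusted p = 0.212 with an estimated correlation). Among the 36 DNA replication genes at 24 h, 9 were lower and none was higher (13 and none when adjusted over the list alone, camera adjusted p = 4.0e-05, adjusted p = 0.212 with an estimated correlation). 15 of 42 lysosomal genes at 24 h were lower and 1 was higher (21 and 3 when adjusted over the list alone, camera adjusted p = 4.0e-05, adjusted p = 0.346 with an estimated correlation). Of 30 body-wall muscle genes at 24 h, 7 were higher and 1 was lower (13 and 1 when adjusted over the list alone, camera adjusted p = 0.00178, adjusted p = 0.539 with an estimated correlation).

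At 6 h after exit from D1, the adult collagen gene col-19 was higher after UV (log2 change 3.05, standard error 0.21, adjusted p = 1.4e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), as was the transporter gene pgp-6 (log2 change 2.24, standard error 0.075), while the secreted-protein genes scl-11 (log2 change -1.56, standard error 0.23) and scl-12 (log2 change -1.57, standard error 0.13) and the insulin receptor gene daf-2 (log2 change -0.43, standard error 0.055) were lower. Of 32 spliceosome genes at 6 h, 19 were higher and 2 were lower (20 and 2 when adjusted over the list alone, camera adjusted p = 1.2e-04, adjusted p = 0.296 with an estimated correlation). Among the 33 proteasome genes at 6 h, 11 were higher and 1 was lower (14 and 1 when adjusted over the list alone, camera adjusted p = 2.6e-04, adjusted p = 0.332 with an estimated correlation). 39 of 95 neuropeptide genes at 6 h were lower and 8 were higher (43 and 9 when adjusted over the list alone, camera adjusted p = 1.3e-05, adjusted p = 0.522 with an estimated correlation).

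On D1 at 6 h the longest 20% of genes had 23.6% lower and 10.9% higher after UV, and genes over 10000 bp made up 18.7% of the lower and 4.69% of the higher genes. Without neuron and neuropeptide genes the ratio of median lengths was 1.41. At 24 h the ratio was 0.864 (two-sided permutation p = 5.8e-04), 0.952 without untreated replicate 1, 0.945 without replicate 3 and 0.926 without UV replicate 1, none of which passed the threshold, and it turned to 1.48 with an absolute log2 of at least 1 and 1.02 within quintiles of expression. Over all genes the Spearman correlation of the UV effect with length was 0.0224 on D4 at 0 h, and per library the slope on log10 length differed from the untreated libraries by 0.0298 (exact two-sided permutation p = 0.50). With the longest annotated transcript that difference was 0.0821 (exact p = 0.10 by permutation, the smallest for 3 against 3). On D4 the correlation was 0.0411 at 6 h (slope difference 0.0354, exact p = 0.80 by permutation), where of the UV libraries only replicate 3, at 0.139, had a slope above 0. It was 0.0883 at 24 h (0.0476, exact p = 0.10 by permutation, the smallest possible). On D1 at 6 h the correlation was -0.109 and the slope difference -0.0984 (exact two-sided permutation p = 0.10, again the smallest), and with the longest annotated transcript the correlation was 0.000663.

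One hypothesis is that UV on D1 holds back the change that dauers make from D1 to D15. On an axis from 0% at D1 to 100% for the change to D15 as scaled on the libraries of these 2 days alone, D15 dauers stood at 99.6 ± 0.815% with all libraries scaled together. Untreated D4 dauers stood at 53.1 ± 2.23% and UV-treated ones at 34.4 ± 2.89%. Across genes the UV effect had a correlation of -0.376 with the change from D1 to D15, from libraries the 2 do not share, a value the hypothesis needs. Without the genes highest on D4 it was -0.450, so the correlation does not rest on those genes. They fell on average both along the axis (mean log2 change -0.423) and after UV (-0.501), a shared shift that works against a negative correlation. Leaving them out could thus hardly have weakened it, which makes this a weak test. At 6 h the groups stood at 39.6 ± 1.13% and 38.1 ± 1.19%, and at 24 h at 28.3 ± 0.418% and 27.1 ± 0.411%, so a difference of this size was seen at 0 h only among these 3 times. A low position is not specific to younger dauers, since L3 larvae stood at 27.4 ± 0.641%. UV-treated dauers of D15 would show whether they differ from untreated ones, and they are not among these libraries.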
